# Maternal High-Fat Diet Disturbs the DNA Methylation Profile in the Brown Adipose Tissue of Offspring Mice

**DOI:** 10.3389/fendo.2021.705827

**Published:** 2021-10-08

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** maternal exposure, obesity, developmental programming, DNA methylation, high fat diet

## Abstract

The prevalence of obesity has become a threatening global public health issue. The consequence of obesity is abnormal energy metabolism. Unlike white adipose tissue (WAT), brown adipose tissue (BAT) has a unique role in nonshivering thermogenesis. Lipids and glucose are consumed to maintain energy and metabolic homeostasis in BAT. Recently, accumulating evidence has indicated that exposure to excess maternal energy intake affects energy metabolism in offspring throughout their life. However, whether excess intrauterine energy intake influences BAT metabolism in adulthood is not clear. In this study, mouse dams were exposed to excess energy intake by feeding a high-fat diet (HFD) before and during pregnancy and lactation. The histology of BAT was assessed by hematoxylin and eosin staining. The genome-wide methylation profile of BAT was determined by a DNA methylation array, and specific site DNA methylation was quantitatively analyzed by methylated DNA immunoprecipitation (MeDIP) qPCR. We found that intrauterine exposure to a high-energy diet resulted in blood lipid panel disorders and impaired the BAT structure. Higher methylation levels of genes involved in thermogenesis and fatty acid oxidation (FAO) in BAT, such as *Acaa2*, *Acsl1*, and *Cox7a1*, were found in 16-week-old offspring from mothers fed with HFD. Furthermore, the expression of *Acaa2*, *Acsl1*, and *Cox7a1* was down-regulated by intrauterine exposure to excess energy intake. In summary, our results reveal that excess maternal energy leads to a long-term disorder of BAT in offspring that involves the activation of DNA methylation of BAT-specific genes involved in fatty acid oxidation and thermogenesis.

## Introduction

Obesity remains a significant global public health issue (1). Currently, the obesity and overweight occur not only in developed and developing countries but also in undeveloped regions. Obesity is involved in multiple diseases, such as type 2 diabetes, cardiovascular disease, nonalcoholic steatohepatitis, and even cancer (2–5). Obesity is a multi-factorial disease. In addition to genetic factors, environmental changes also contribute to the incidence of obesity, especially during critical developmental periods, such as gestation and lactation (6). Epidemiological data indicates that a maternal high-fat diet is one of the key risk factors for childhood obesity (7, 8). Obesity during childhood is strongly associated with obesity and other unhealthy outcomes in adulthood (9). Moreover, animal research has demonstrated that exposure to excess energy intake during early life stages, such as the fetal and infancy periods, induces obesity and dysfunction in adipose tissue in adulthood (10–13). Increasing evidence supports the developmental origins of a health and diseases (DOHaD) concept; that is, exposure during an early life period is the origin of the development of health and diseases in adulthood (14). This phenomenon is also explained as metabolic programming, which is defined as adverse exposure during gestation and lactation that programs the health and illnesses in adulthood (15, 16). Epigenetic mechanisms, including DNA methylation, chromatin remodel, and noncoding RNAs (17, 18), can influence gene expression chiefly at the level of transcription (19) and play a critical role in metabolic programming (20). Among these epigenetic mechanisms, DNA methylation, which takes place at the 5’ position of cytosine in CpG islands at specific locations in genome, has been proven to be a key mechanism in the progression of obesity and lipid metabolism (20). DNA methylation, which occurs in CpG-rich regions known as CpG islands in the genome, can result in gene expression alteration (21).

In mammals, white adipose tissue (WAT) is at high ratio in the body and is well studied (22). As a primary site of excess energy storage, WAT hypertrophy is closely related to obesity. Another type of adipose tissue is brown adipose tissue (BAT). The main function of BAT is nonshivering thermogenesis. In BAT, fatty acids and glucose are utilized as fuel to produce heat under stimuli (22, 23). In the past, the BAT was considered only to exist rodent animals and newborn babies. However, recent studies have confirmed that active BAT depots also exist in adult humans (24). Recently, scientists discovered the important role of BAT in adults and its potential strategy for obesity treatment (25).

However, the majority of studies focus on the effect of maternal HFD on the morphological and functional disorders of WAT in offspring. These studies reveal that maternal obesity is closely related to increased WAT, and glucose and lipid metabolism disorders during the adult life of offspring (26–30). Several studies have proven that maternal obesity also disturbs the thermogenesis function of BAT in offspring, resulting in obesity in adulthood (31–33).

In this study, we hypothesized that maternal HFD exposure affects offspring BAT morphology, biological function, and DNA methylation modification, which boosts the progression of obesity. Therefore, we focused on whole-genomic methylation in the BAT from offspring exposed to a maternal HFD, as evaluated by a DNA methylation array.

## Materials and Methods

### Animal Treatments and Diets

This work was designed according to the NIH guidelines for the use of laboratory animals (NIH Publications No.86-23, revised 1996). All experimental protocols were approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: XHDW-2015-0051).Thirty-two female C57BL/6J mice (five weeks old) were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China). Sixteen females were randomly assigned to consume a normal control rodent diet (NC, 16% kcal fat, 64% kcal carbohydrate, 20% kcal protein, D11112201, Research Diets, New Brunswick, NJ). Another sixteen mice were fed a high-fat diet (HFD, 45% kcal fat, 35% kcal carbohydrate, 20% kcal protein, D12451, Research Diets, New Brunswick, NJ) to induce obesity. After a 4-week diet scheme, female mice were mated with male mice fed with a normal diet. Female mouse diet protocols were continued during the following gestation and lactation periods. Thus, two different diet-exposed dams were obtained: normal control (NC) mice fed a normal diet and diet-induced obesity (DIO) mice fed a HFD. After birth, litters were reduced to six pups (3 males and 3 females) per mother to avoid competition for milk. After weaning, only male offspring (one male pup from each litter was randomly assigned to the experimental groups) were randomly divided into the following groups to receive a postweaning control diet (CD) or a HFD (n = 8 each group) for 13 weeks. Other surviving mice were kept feeding for other study. Thus, four subgroups were obtained, NC-CD, NC-HFD, DIO-CD, and DIO-HFD, to research the interaction between the maternal and offspring diets on the progression of obesity (**Figure 1**). The female offspring were not included in this study, because of confounding factors related to their hormone profile and estrus cycle. Food consumption and body weight were monitored. Offspring were sacrificed at 16 weeks old.

**Figure 1:**
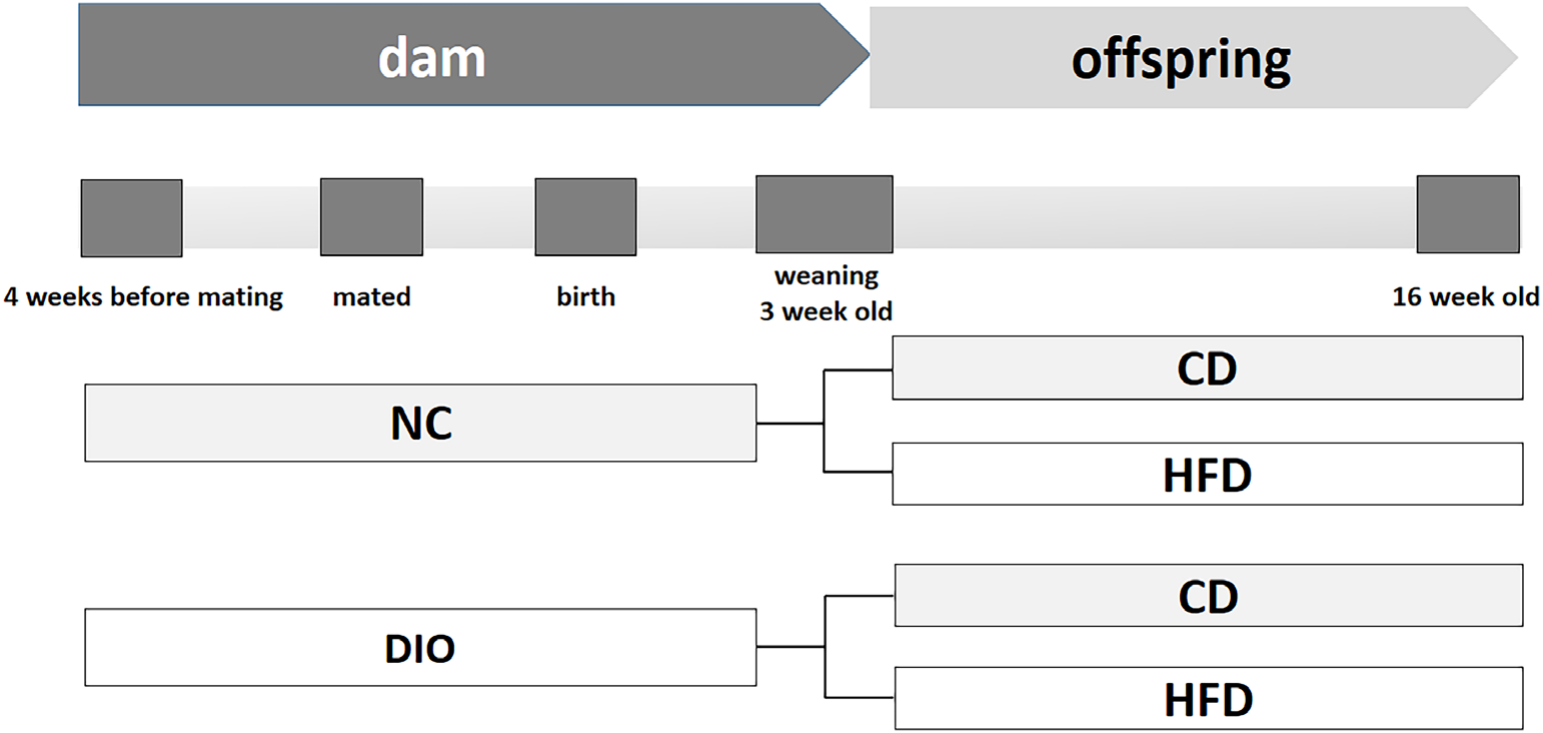
Schema of animal experiment protocol. NC, normal control; DIO, diet induced obesity; CD, control diet; HFD, high-fat diet.

### Sample and Tissue Collection

After an overdose injection of pentobarbital sodium (150 mg/kg), mice were sacrificed. Other surviving mice were kept feeding. Then, blood was collected by cardiac puncture. Interscapular BAT was separated and weighed. Part of the BAT was frozen in liquid nitrogen and stored at -80°C for future molecular experiments. The other part of the BAT was fixed in 10% formalin for histological analyses.

### Metabolic Analyses of Circulating Factors

Serum was collected from mice that were fasted overnight. Total cholesterol (TC) and triglyceride (TG) levels were assayed by enzyme end-point assays with a commercial kit (Roche Diagnostics, GmbH, Mannheim, Germany) according to the manufacturer’s instructions.

### Hematoxylin and Eosin (H&E) Staining

The BAT was fixed in 4% paraformaldehyde. Then, tissues were embedded in paraffin. Five micrometer sections were cut by a microtome (Nickon, Tokyo, Japan). Finally, the section was stained with H&E. Photographs (magnification 400 x) were taken using a Nikon microscope (Nikon, Tokyo, Japan). Lipid area was measured by Image-Pro Plus version 7.0 (Media Cybernetics Inc., Rockville, MD). Lipid droplets in the histopathological image were defined as circular unstained objects, as descripted in previous reference (34).

### DNA Preparation and DNA Methylation Microarray

To determine the effect of maternal DIO on DNA methylation in offspring BAT, genomic DNA was extracted from BAT using a DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA). Isolated genomic DNA from the DIO-CD group and NC-CD group (n = 3 for each group) was fragmented to 200 to 1,000 bp by sonication. Through reaction with magnetic beads coupled with mouse monoclonal antibodies against 5-methylcytidine (Diagenode, Liege, Belgium), the methylated DNA was immunoprecipitated. The total input DNA was labeled with Cy3-labeled random 9-mers, while the immunoprecipitated DNA was labelled with Cy5-labeled random 9-mers. Then, labelled DNA was hybridized to an Arraystar Mouse RefSeq Promoter Array (Arraystar Inc., Rockville, MD). This array covers 22,327 well-characterized RefSeq promoter regions with ∼180,000 probes. The promoter regions were defined as ∼-1,300 to +500 bp of the transcription start sites (TSSs). The array was scanned by an Agilent Scanner G2505C (Agilent Technologies, Waldbronn, Germany).

### Data Normalization and Analysis

Raw data were generated and normalized to log 2 ratio data and then analyzed to identify enriched peaks by NimbleScan Software v2.5 (Roche NimbleGen Inc., Madison, WI). To calculate the difference in enriched peaks between DIO-CD and NC-CD offspring BAT, the average log2 ratios and M’ were calculated for each probe, according to the following formula,

$$M'=average\left[\log2^{MeDIP\left(DIO-CD\right)/Input\left(DIO-CD\right)}\right]-average\left[log2^{MeDIP\left(NC-CD\right)/Input\left(NC-CD\right)}\right]$$

The NimbleScan sliding-window peak-finding algorithm was used to find the differentially enriched peaks (DEPs). DEPs were defined as follows, (i) at least one of the two groups had a median value of log_2_(MeDIP/Input) ≥ 0.3 and a median value of M’ > 0 within the peak; and (ii) at least half of the probes in a peak had a median value of the coefficient of variability (CV) ≤ 0.8 for both groups. Then, PeakScores were calculated to identify differentially methylated regions. The DEP was defined as follows: PeakScore ≥ 2 and *P* ≤ 0.01. The CpG region was categorized according to CpG island density, including high CpG promoters/regions (HCPs), intermediate CpG promoters/regions (ICPs), and low CpG promoters/regions (LCPs) (35). All differentially methylated genes (DMGs) were clustered to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms by using DAVID Bioinformatics Resources version 6.7 (http://david.abcc.ncifcrf.gov/) (36). Significant GO functional clusters and KEGG pathways were defined as the follows, at least 2 DMGs in each GO and/or KEGG pathway term, a Benjamini–Hochberg FDR *P* < 0.05 (KEGG) or 0.01 (GO) and a fold enrichment ≥ 1.50 (KEGG) or 1.10 (GO) within each cluster.

### Methylated DNA Immunoprecipitation (MeDIP) qPCR

To detect the methylation status of specific genes, MeDIP qPCR was used. Genomic DNA was fragmented by ultrasonication. DNA fragments of 100∼500 bp on average were obtained. Similar to DNA methylation microarray, denatured DNA containing RNase A was incubated with magnetic beads coupled with mouse monoclonal antibodies against 5-methylcytidine antibody (Zymo Research, Irvine, CA) or mouse anti-IgG overnight at 4°C. Then, the mixture was incubated with protein G magnetic beads at 4°C for 1 h, washed in digestion buffer at 65°C for 3 h, and finally quantified by quantitative PCR (qPCR). CpG island analyses and MeDIP qPCR primer designs were based on the genome-wide epigenetic database of the National Center for Biotechnology Information and MethPrimer 1.0 (37). MeDIP qPCR primers are listed in **Table 1**.

**Table 1:** Primers for MeDIP qPCR.

Genes	Genbank ID	Forward primer	Reverse primer	Production size (bp)
Acaa2	NM_177470	TGGCTAGGCTCCTGACCTTT	CTCTGCTCCAGACCACTTCG	108
Acsl1	NM_001302163	GGAAGAGCTAAAGGGCACCT	GGTAGGGCAAAGGGTAAATC	85
Cox7a1	NM_009944	CCCAGATTATCAGCAGGGTA	TGACAGTGGCTCAGGGACTT	66

Acaa2, acetyl-coenzyme A acyltransferase 2; Acsl1, acyl-CoA synthetase long-chain family member 1; Cox7a1,cytochrome c oxidase subunit 7A1.

### RNA Isolation and qPCR Analysis

Total RNA was extracted by using TRIzol reagent (Invitrogen, Carlsbad, CA), according to the manufacturer’s instructions. The expression of acetyl-coenzyme A acyltransferase 2 (*Acaa2*), acyl-CoA synthetase long-chain family member 1 (*Acsl1*) and cytochrome c oxidase subunit 7A1, mitochondrial (*Cox7a1*) was measured using an ABI Prism 7900 system (Applied Biosystems, Foster City, CA) by the comparative Ct method (2^-△△Ct^). The relative RNA expression levels were standardized to *Gadph*. The primer sequences are listed in **Table 2**.

**Table 2:** Primers for qPCR.

Genes	Genbank ID	Forward primer	Reverse primer	Production size (bp)
Acaa2	NM_177470	AGACCATGCAAGTGGACGAG	CCAGGGGCGTGAAGTTATGT	186
Acsl1	NM_001302163	GTGTAGGACTCGGCATGTGA	TCAGAAAAGGGCAGTGAGGC	112
Cox7a1	NM_009944	AAAGTGCTGCACGTCCTTG	CCCGCCTTTCAAGTGTACTG	198

Acaa2, acetyl-coenzyme A acyltransferase 2; Acsl1, acyl-CoA synthetase long-chain family member 1; Cox7a1,cytochrome c oxidase subunit 7A1.

### Statistical Analysis

The research data are shown as the mean ± SEM. Differences between the two dam groups were analyzed using Student’s *t* test. Differences among the four offspring groups were analyzed using two-way ANOVA to analyze the maternal diet effect, offspring diet effect and their interaction. Prism Software version 7 (GraphPad Software Inc., San Diego, CA) was used to perform statistical analyses. Statistical significance was defined as *P* < 0.05.

## Results

### The Effect of Maternal HFD on Food Intake and Body Weight

During pregnancy, DIO dams consumed more caloric energy than NC dams (*P* < 0.01, **Figure 2A**). After 4-week HFD, DIO mice model was successfully established (**Figure 2B**). On the deliver day, the weight of DIO group was higher than that of NC group (*P* < 0.01, **Figure 2B**). And DIO females had a 1.40-fold increase in gestational body weight gain compared with NC females (*P* < 0.01, **Figure 2C**).

**Figure 2:**
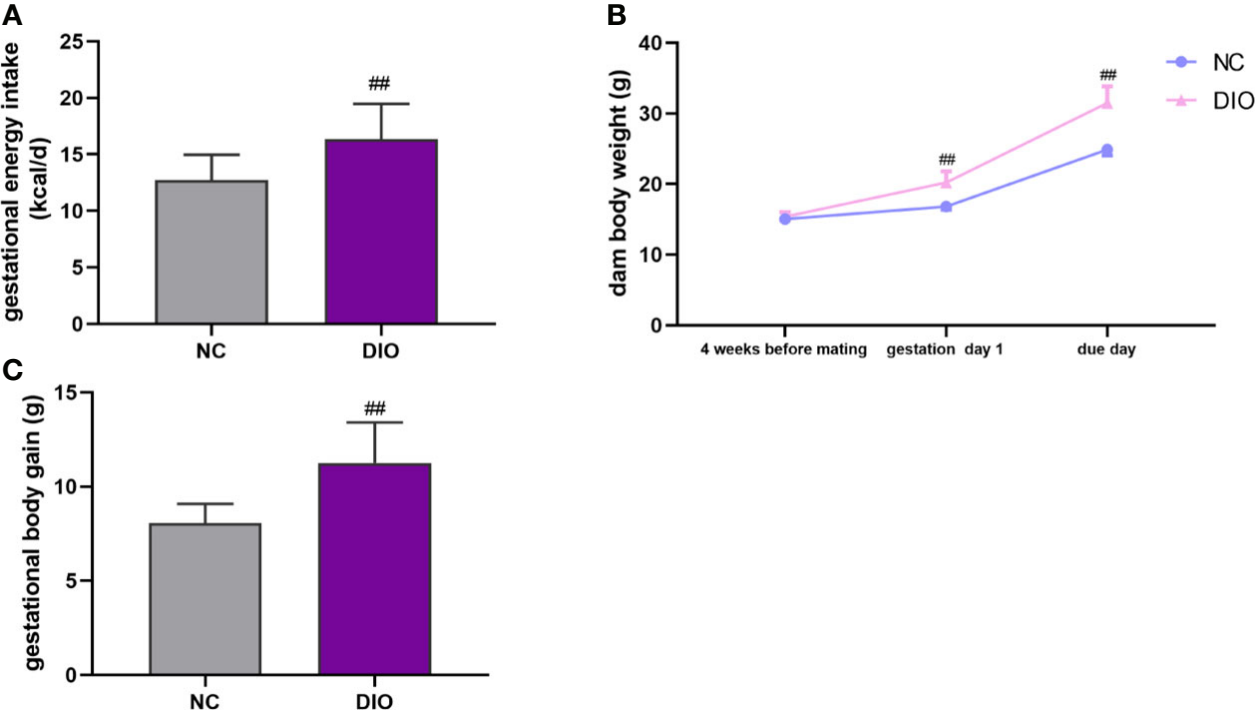
Maternal characteristics. Maternal **(A)** energy intake during pregnancy, **(B)** body weight and **(C)** body weight gain during pregnancy. Values represent the mean ± SEM, n = 16 each group. ^##^ *P* < 0.01 DIO *vs*. NC group. NC, normal control; DIO, diet-induced obesity.

### The Effect of Maternal HFD on Body Weight and BAT Weight in Male Offspring

There were no differences in litter sizes (7.00 ± 0.73 *vs*. 7.38 ± 0.62), male: female ratio (0.47 ± 0.06 *vs* 0.50 ± 0.09), and birth weight (1.33 ± 0.09 g *vs* 1.27 ± 0.06 g) between offspring from DIO and NC dams (*P* > 0.05). Offspring fed with HFD had more energy intake at 16 weeks old (diet exposure *P* < 0.05 or 0.01, **Figure 3A**). In all groups of offspring, the HFD resulted in an increase in the body weight of male offspring at 8 and 16 weeks old (diet exposure *P* < 0.01, **Figure 3B**). Although there is no significant difference of energy intake between DIO-CD and NC-CD group. Maternal DIO induced a significant increase in body weight (prenatal exposure *P* < 0.01, **Figure 3B**). Although BAT weight was elevated in NC-HFD offspring compared to NC-CD offspring (diet exposure *P* < 0.01, **Figure 3B**), BAT weight in DIO-HFD offspring was similar to that in DIO-CD offspring. Notably, BAT weight in DIO-CD offspring was higher than that in NC-CD offspring (prenatal exposure *P* < 0.01, **Figure 3C**).

**Figure 3:**
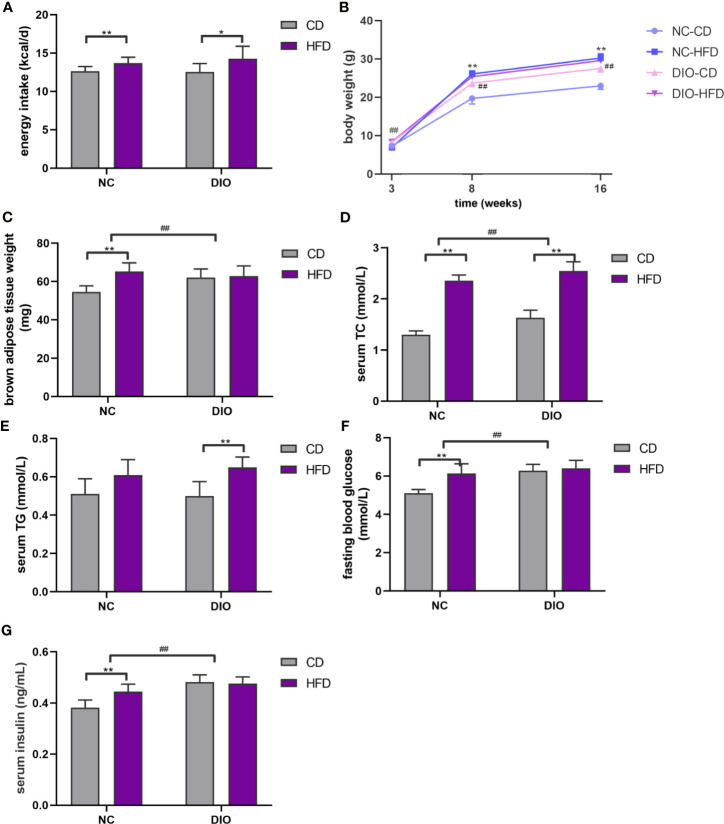
Offspring characteristics. **(A)** Energy intake, **(B)** body weight, **(C)** brown adipose tissue weight (BAT), **(D)** serum total cholesterol (TC), **(E)** serum triglyceride (TG), **(F)** fasting blood glucose (FBG), **(G)** serum insulin. Values represent the mean ± SEM, n = 8 each group. *P* values represent significance in the main effect for each source of variation (diet or prenatal exposure) as calculated by two-way ANOVA: *P < 0.05, **P < 0.01 offspring diet effect, ^##^ *P* < 0.01 maternal diet effect. NC, normal control; DIO, diet-induced obesity; CD, control diet; HFD, high-fat diet.

### The Effect of Maternal HFD on the Serum Lipid Profile in Male Offspring

Serum TC levels were 1.82-fold higher in the NC-HFD offspring than in the NC-CD offspring (diet exposure *P* < 0.01, **Figure 3D**). Furthermore, DIO-HFD offspring exhibited more hyperlipidemia than NC-CD offspring (1.96-fold, diet exposure *P* < 0.01, prenatal exposure *P* < 0.01, **Figure 3D**). However, elevated serum TG levels were observed only in the DIO-HFD group, compared with those in the DIO-CD group (diet exposure *P* < 0.01, **Figure 3E**).

### The Effect of Maternal HFD on the Fasting Blood Glucose and Serum Insulin in Male Offspring

Mice in NC-HFD had higher fasting blood glucose (FBG) and serum insulin than those of NC-CD group (diet exposure *P* < 0.01, **Figures 3F, G**). And FBG and serum insulin in DIO-CD offspring was also higher than that in NC-CD group (prenatal exposure *P* < 0.01, **Figures 3F, G**).

### The Effect of Maternal HFD on the Morphology of BAT in Male Offspring

H&E stained slides showed that the NC-HFD, DIO-CD, and DIO-HFD groups had large brown adipocytes and white-like adipocytes with unilocular lipid droplets (**Figure 4A**). The fat area of the BAT in both HFD groups was 2.09-fold and 1.23-fold higher than that in the CD group (diet exposure *P* < 0.01, **Figure 4B**). DIO-HFD offspring had a 2.52-fold increase in the fat area of BAT compared with NC-CD offspring (diet exposure *P* < 0.01, prenatal exposure *P* < 0.01, **Figure 4B**).

**Figure 4:**
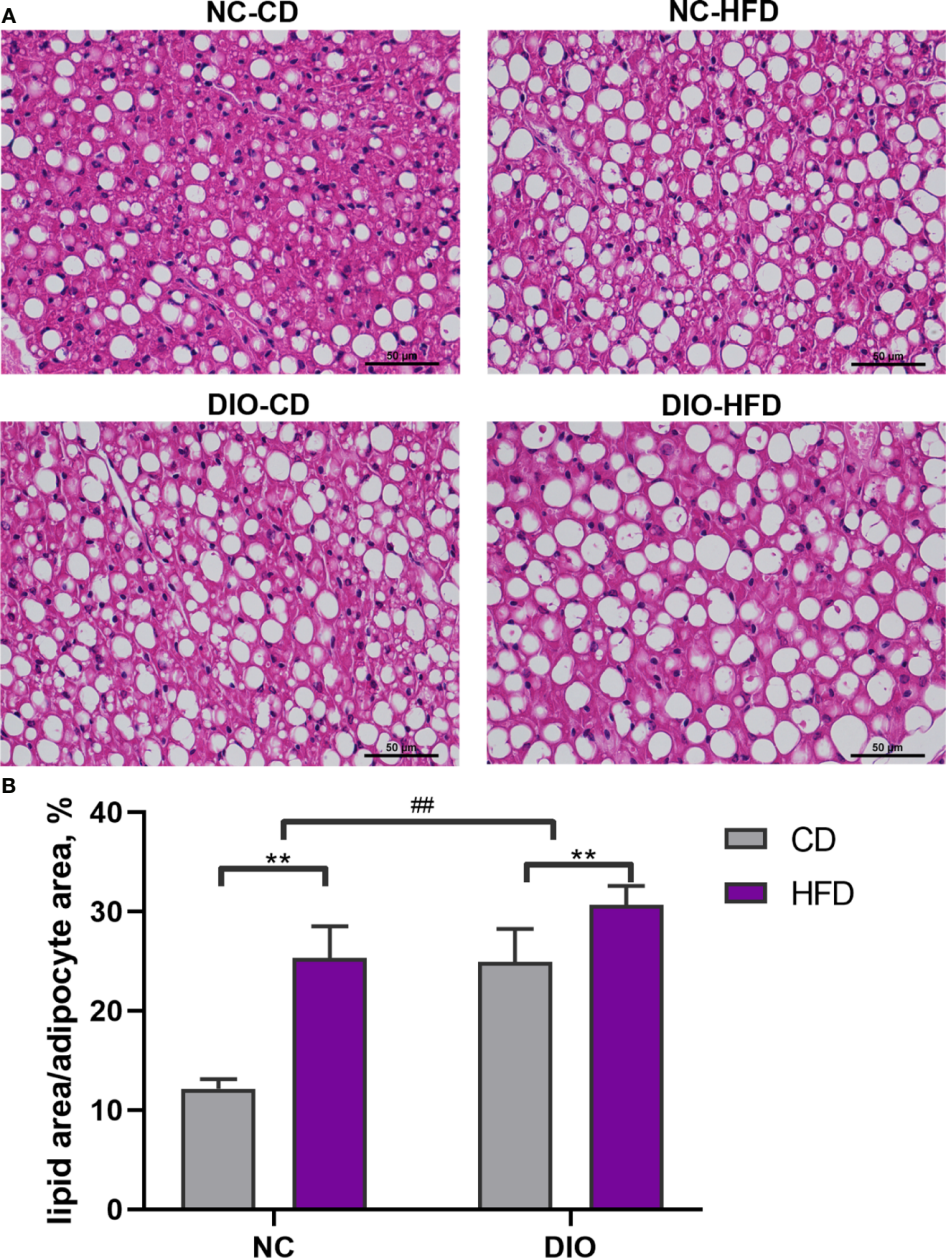
The effect of maternal HFD disrupts the morphology of brown adipose tissue (BAT) in male offspring. **(A)** H&E staining (magnification 400 x), **(B)** lipid area analysis (lipid area/total adipocyte area, %) of BAT (n = 8 for each group). Values represent the mean ± SEM, n = 8 each group. *P* values represent significance in the main effect for each source of variation (diet or prenatal exposure) as calculated by two-way ANOVA: **P < 0.01 offspring diet effect, ^##^ *P* < 0.01 maternal diet effect. NC, normal control; DIO, diet-induced obesity; CD, control diet; HFD, high-fat diet.

### The Effect of Maternal HFD on Genome Methylation in BAT of Male Offspring

DNA methylation array data were uploaded to NCBI’s Gene Expression Omnibus repository (GEO) under the series accession number GSE173218 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173218). An overall comparison of the DNA methylation of BAT in the DIO-CD and NC-CD groups was performed. 

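BAT DNA of 3 DIO-CD and 3 NC-CD male offspring aged 16 weeks was measured, with 1 array per offspring. Dams of the DIO-CD group ate a diet with 45% of its energy from fat for 4 weeks before mating and through lactation, dams of the NC-CD group ate a diet with 16%, and all offspring ate the control diet for 13 weeks after weaning. In methylated DNA immunoprecipitation (MeDIP), an antibody against 5-methylcytidine pulls down methylated fragments. The immunoprecipitated DNA carried Cy5 and the total input DNA Cy3 on every array, without a dye swap, so a higher log2(MeDIP/Input) at a probe means more immunoprecipitated DNA relative to input. It is a relative level and not a fraction of methylated cytosines. The promoter array holds 174638 probes placed on mouse build mm9, on 21 chromosomes. They lie in 22166 runs of neighbouring probes, with a median of 8 probes per run and a median spacing of 209 bp. The 21986 runs with at least 3 probes were taken as promoters. The array files name no genes, so gene names come from Supplementary Table 1. The input signal was well above background at 87.7% to 92.1% of probes (median over arrays 89.4%) and the MeDIP signal at 68.3% to 71.6% (median 69.8%).
The authors scanned the arrays and deposited background-subtracted spot intensities with linear dye normalization, together with their own log2 ratio per probe. From the intensities, log2(MeDIP/Input) was taken, the 1.00% to 8.41% of spots per array marked as outliers were left out, and each array was centred on its median. Missing spots were filled from the other probes of their promoter or region and the other arrays before probes were averaged. Over all probes, arrays of different groups correlated with a median of 0.957 arrays of the same group on the same slide with 0.959 and arrays of the same group on different slides with 0.953. DIO-CD replicate 1 correlated most with NC-CD replicate 3 (0.969). The DIO-CD arrays lay on 2 slides and the NC-CD arrays on another, as read from the identity of the scanner image. Every group difference is therefore also a difference between slides. Slide could enter the model only as a random effect, which cannot separate the groups from the slides. The paper assigned 1 male pup from each litter to the groups, and the litter behind each array is not given in the sources used here, so p-values measure the spread between these 6 samples. With limma, 0 of the 21986 promoters differed between the groups at an adjusted p under 0.05, with a smallest adjusted p of 1.00 (0.0595 to 1.00 over the alternative settings). At an unadjusted p under 0.05, 140 promoters had higher and 537 lower values in DIO-CD offspring, together 3.08% of promoters where chance gives 5%. These counts were 242 and 189 in the authors' deposited log2 ratios, 418 and 451 with quantile normalization and 65 and 132 with another background correction. With only probes whose input was well above background on all arrays, they were 213 and 367. In 1557 promoters (7.08%) the 3 DIO-CD values all lay on one side of the 3 NC-CD values, where chance gives 10%. In a simulation of promoters with the spread of these arrays, shrunk toward a common value, 200 were shifted at once, by 0.25, 0.5 or 1. There, a log2 difference of 0.25 passed the same test in 28.4% and of 0.5 in 98.5%. A promoter that differs alone meets a stricter adjusted threshold, so these shares overstate how often it would pass.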

In total, 937 regions on 21 chromosomes were differentially methylated in the DIO-CD group compared with the NC-CD group, particularly on chromosomes 4, 5, 6, 11, and 17 (**Figure 5A**). Of these differentially methylated regions (DMRs), 554 were hypermethylated (59.12%) and 383 were hypomethylated (40.88%) of the DMRs (**Supplementary Table 1**). 

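Chromosome 5 held 78 of the 937 entries of Supplementary Table 1, where its share of the array's promoters gives 54.0. Chromosome 11 held 77 (69.1 by its share of promoters), chromosome 4 held 68 (57.8), chromosome 17 held 63 (45.4) and chromosome 6 held 61 (51.4). These are the 5 chromosomes with the most entries, with 347 entries together (37.0%), and they carry 29.6% of the array's promoters. Chromosome 7, which carries the most promoters on the array, held 55 entries where 85.5 would follow from its promoters.
In an exact binomial test of each chromosome against its share of promoters, with Benjamini-Hochberg adjustment over 21 chromosomes, the entries of chromosome 5 exceeded their share (adjusted p = 0.0161) and those of chromosome 7 fell short of it (adjusted p = 0.00709). Adjusted p was 0.0506 for chromosome 17, 0.406 for chromosomes 4 and 6 and 0.555 for chromosome 11. Over all chromosomes the entries departed from the promoter shares (chi-square 56.8, permutation p = 5e-05, and chi-square 39.1, permutation p = 0.00541, with each region counted once). Among single chromosomes, with each of the 801 regions counted once only chromosome 7 passed (adjusted p = 0.0449, against 0.131 for chromosome 5). With probes in place of promoters as the background, chromosomes 2, 5, 7 and 17 passed. The share of hypermethylated entries differed from that of the other chromosomes on none of the 21 (smallest adjusted p = 0.275, Fisher's exact test).

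**Figure D1:**
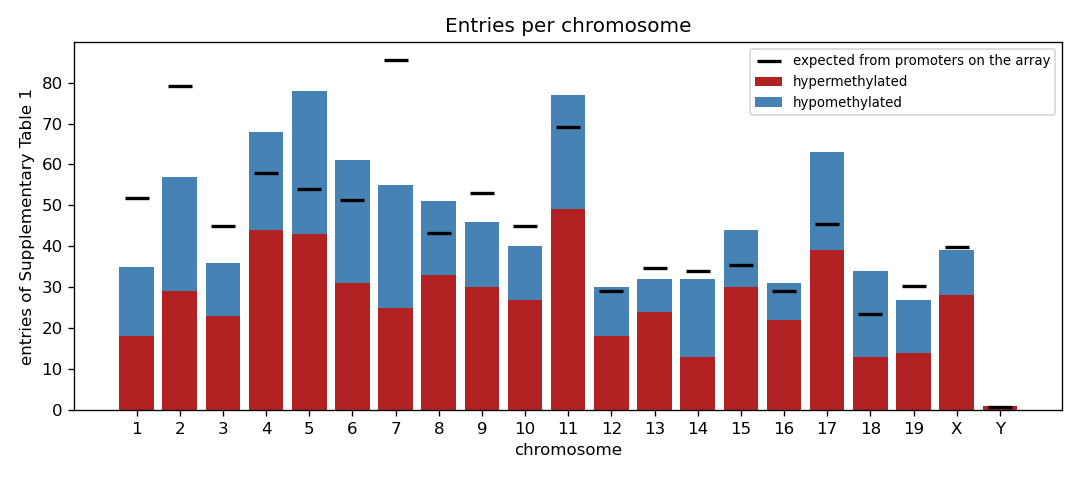
Number of Supplementary Table 1 entries on each mouse chromosome (bars, split into hypermethylated and hypomethylated entries) and the number that follows from each chromosome's share of the promoters on the array (black lines). Chromosome 5 has 78 entries against 54.0, and chromosome 7 has 55 against 85.5.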

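Lepr, the leptin receptor gene, is among the genes with a hypermethylated region. That region (chromosome 4, 101389702 to 101390160, mm9) had a log2(MeDIP/Input) of 0.52 ± 0.09 (SD, n = 3) in DIO-CD and 0.16 ± 0.14 (SD, n = 3) in NC-CD offspring, a difference of 0.36 (SE 0.10). Other hypermethylated regions had differences of 0.36 at the shared region of the histone genes Hist2h2bb and Hist2h3b, 0.35 at Rtn4r and Dmwd, 0.34 at Nagpa, 0.33 at Arid1a, a subunit gene of a chromatin remodelling complex, and 0.31 at Hddc3. Among the hypomethylated regions whose groups lay apart, Icam5 had a difference of -0.37 (SE 0.11), Lias, which encodes lipoic acid synthetase, -0.34 (SE 0.11), and Vars2, a mitochondrial valyl-tRNA synthetase gene, -0.27 (SE 0.12). Dhx34 had -0.27, Nyx and Zfp518b -0.25, and the transcription factor genes Nkx2-6 and Sp9 -0.24.
The regions named here were picked for size of difference among those in which the groups lay apart. In each, the 3 DIO-CD values all lay on the listed side of the 3 NC-CD values, which gives the smallest p that 3 against 3 allow (exact permutation test, two-sided, p = 0.1). In limma each had an adjusted p of 0.564. All apart from Icam5, Vars2 and Nkx2-6 include a probe whose MeDIP signal was not well above background on any array of a group. When only probes with input well above background on all arrays were used, the difference was -0.031 at Dmwd, 0.098 at Rtn4r, 0.087 at Arid1a, -0.15 at Lias and -0.14 at Vars2. With normexp background correction it was 0.091 at Rtn4r, 0.067 at Arid1a, 0.076 at Hddc3 and 0.17 at Lepr.
The 937 entries describe 801 regions, 476 hypermethylated and 325 hypomethylated, since 136 entries repeat a region for another gene, and the regions are assigned to 885 genes. The regions lie at 800 positions. At 1 position, entered for Acaa2 and Scarna17 in opposite directions, a region is counted in each direction. The mean level of the hypermethylated regions was 0.73 in DIO-CD and 0.60 in NC-CD, a mean difference of 0.13, and that of the hypomethylated regions 0.62 and 0.73, a mean difference of -0.11. The difference had the listed direction in 454 of the 476 hypermethylated and 310 of the 325 hypomethylated regions (95.4% of all). The regions were chosen on these same arrays, so these counts are not independent evidence of their direction. In 125 regions (15.6%) the groups lay apart in the listed direction, where chance gives 10% over both directions for unselected features. The regions were chosen for a difference on these arrays, so an excess over that share is built in. Over all promoters the share was 7.08% in either direction. With limma, 0 regions passed an adjusted p of 0.05, with a smallest adjusted p of 0.564 (0.133 to 0.808 over the alternative settings), and 60 had an unadjusted p under 0.05, 39 of them higher and 21 lower in DIO-CD (28 and 29 with loess, 44 and 44 on a common scale). The higher and lower counts were 16 and 52 without DIO-CD replicate 2, and 111 and 19 without DIO-CD replicate 1.
A sliding-window search over all promoters, with the rules on level, coefficient of variability and score that the paper gives and a window of 750 bp, called 257 peaks, 184 hypermethylated and 73 hypomethylated (71.6% hypermethylated, exact binomial 95% interval 65.7% to 77.0%, which counts peaks and not offspring). Simulated arrays with independent probes and no difference gave 209 peaks. The other splits of these arrays into 3 and 3, examined after related values were seen, gave 259 to 449. The real split therefore gave no more peaks than splits that mix the groups. The hypermethylated and hypomethylated counts were 71 and 107 with normexp, 96 and 132 with loess after it, 138 and 105 with quantile normalization, 126 and 104 with all arrays on a common scale, and 683 and 522 in the authors' deposited log2 ratios. The hypermethylated share was 44.6% without DIO-CD replicate 2 and 48.6% without NC-CD replicate 2.

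**Figure D2:**
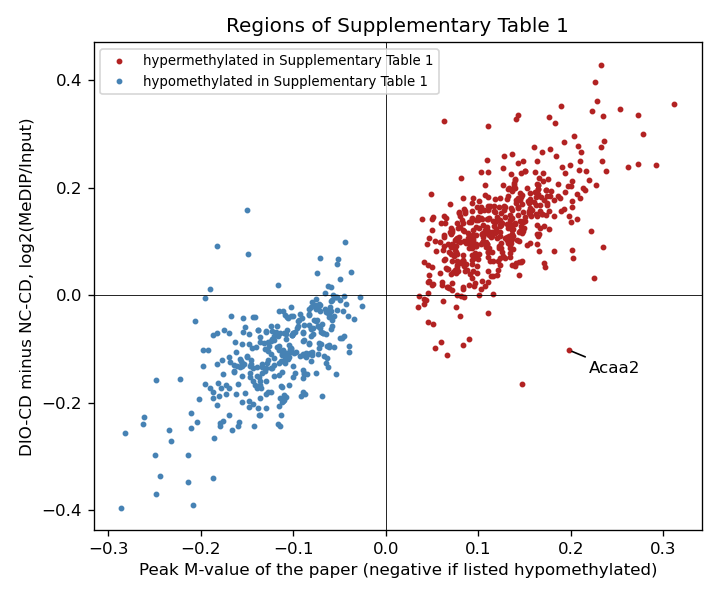
Difference in mean log2(MeDIP/Input) between DIO-CD and NC-CD offspring (n = 3 each) re-measured for each of the 801 regions of Supplementary Table 1, against the Peak M-value that the table gives, with the sign turned for hypomethylated regions. The mean difference is 0.13 in hypermethylated and -0.11 in hypomethylated regions, and 764 regions have the sign under which they are listed.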

Five hundred sixty-two DMRs (59.98%) were located in HCP, 247 DMRs (26.36%) were located in ICP, and 128 DMRs (13.66%) were located in LCP (**Figure 5B**).

**Figure 5:**
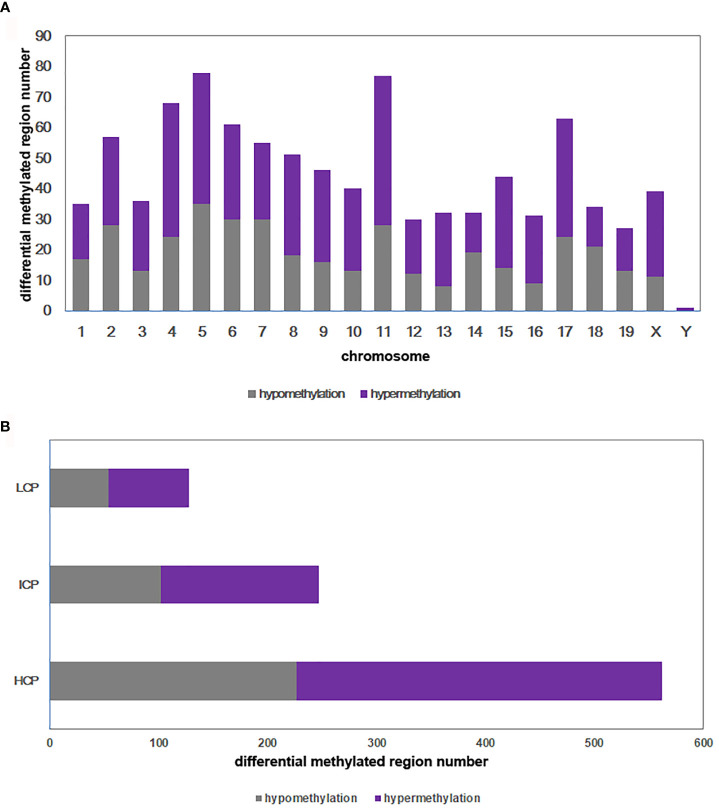
Differential methylated regions between DIO-CD group and NC-CD group. **(A)** Chromosomal distribution of differentially methylated regions. **(B)** CpG density of differentially methylated regions. Classification of all regions with high (HCP), intermediated (ICP), and low (LCP) CpG content.

### The Effect of Maternal HFD on BAT Methylated Gene Functional Clusters in Male Offspring

To examine the biological function of differentially methylated genes in BAT from offspring exposed to maternal HFD, GO and KEGG enrichment analyses were performed. **Table 3** presents the top five prevalent GO terms for differentially methylated genes. The top five significant biological process (BP) GO terms were transcription, negative regulation of cell proliferation, protein ubiquitination, negative regulation of transcription from the RNA polymerase II promoter, and regulation of transcription. **Table 4** presents the enriched KEGG pathways for differentially methylated genes. The relationship of this enriched KEGG pathways was shown in **Figure 6**. The pathway connections in this figure were based on the KEGG database. 

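The Jak-STAT genes of Table 4, which include cytokine receptor genes, are listed as hypermethylated in 10 of 14 cases. Among them Il22ra1 and Il13ra1, interleukin receptor subunit genes, had a log2(MeDIP/Input) of 0.34 ± 0.14 and 0.41 ± 0.07 (SD, n = 3) in DIO-CD and 0.14 ± 0.04 and 0.24 ± 0.02 (SD, n = 3) in NC-CD. Osm, the oncostatin M gene, is listed as hypomethylated and had 0.59 ± 0.09 in DIO-CD and 0.70 ± 0.02 in NC-CD. Of the adipocytokine genes 7 of 8 are hypermethylated, among them Stk11, whose kinase activates AMPK (difference 0.34, SE 0.13), and G6pc, the glucose-6-phosphatase gene (0.26, SE 0.12), and only Pck2 is hypomethylated (-0.19, SE 0.12). Of the AMPK genes, 8 of 11 are hypermethylated, with a difference of 0.25 (SE 0.10) at Ppp2r2b and 0.23 (SE 0.11) at Ppp2r5b, regulatory subunit genes of protein phosphatase 2A.
Of the nucleotide excision repair genes 6 of 7 are listed as hypomethylated, none with an unadjusted p under 0.05, among them Pold3, a DNA polymerase delta subunit gene (-0.20, SE 0.13), and Rbx1 (-0.13, SE 0.11). Ercc4, listed as hypomethylated, had a difference of 0.09 (SE 0.11), and Ccnh is the hypermethylated member. The Hippo genes are evenly divided, 8 hypermethylated and 8 hypomethylated, with 0.23 at the Wnt receptor gene Fzd10 and -0.19 at the casein kinase gene Csnk1e. The Wnt genes are hypermethylated in 8 of 13 cases and include Camk2d with -0.34 (SE 0.13). The axon guidance genes are hypermethylated in 8 of 12 cases, with 0.32 at Plxnc1 and 0.28 at Epha4, and the purine metabolism genes in 8 of 14 cases, with 0.12 at Adcy9. The basal transcription factor genes are hypermethylated in 3 of 6 cases, with -0.23 at Tbp, the TATA-binding protein gene, and 0.21 at Taf9b. The oocyte meiosis genes are hypermethylated in 3 of 10 cases, with -0.17 at Cpeb2.
Together the 10 pathways hold 80 genes, 46 hypermethylated and 34 hypomethylated, and 76 had the listed direction on these arrays (not Ercc4, Fzd6, Ctbp1 and Rab14). With limma, 0 of the 80 regions had an adjusted p under 0.05 over all regions of the table, and 12 had an unadjusted p under 0.05. Adjusted over the list alone, 1 region passed in each of the Jak-STAT (adjusted p = 0.0482), adipocytokine (0.0276) and AMPK (0.0379) pathways, in each case Lepr. A region passed in this way in 7, 11 and 9 of the 18 alternative settings, and none did in these pathways with normexp, with loess, in the deposited log2 ratios, with slide as a random effect (0.105, 0.0602 and 0.0827) or without NC-CD replicate 2 or 3. It was not always Lepr: only Pias2 passed in Jak-STAT without DIO-CD replicate 3. With medians over probes only G6pc passed in the adipocytokine and AMPK pathways. With the replicate number as a block only the adipocytokine pathway had a call (0.0480, against 0.0847 and 0.0661). These genes were chosen on the same arrays, so the counts are not independent evidence. The hypermethylated share differed from that of the other genes of the table in no pathway after adjustment over 10 pathways, with the smallest value for nucleotide excision repair (Fisher's exact test, p = 0.0207, adjusted p = 0.207).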

The differentially methylated genes were most significantly enriched in the Hippo signaling pathway, Jak-Stat signaling pathway, nucleotide excision repair, Wnt signaling pathway, axon guidance, adipocytokine signaling pathway, purine metabolism, basal transcription factors, AMPK signaling pathway, and oocyte meiosis.

**Table 3:** The enriched GO terms with differentially methylated genes in DIO-CD offspring *vs* NC-CD offspring (*P* < 0.01).

Catalog	Term ID	Term name	Gene Count	Fold Enrichment	*P* value
BP	GO:0006351	transcription, DNA-templated	107	1.466	4.48 x 10^-5^
BP	GO:0008285	negative regulation of cell proliferation	28	1.884	0.00211
BP	GO:0016567	protein ubiquitination	26	1.855	0.00380
BP	GO:0000122	negative regulation of transcription from RNA polymerase II promoter	44	1.559	0.00399
BP	GO:0006355	regulation of transcription, DNA-templated	113	1.281	0.00406
CC	GO:0005634	nucleus	294	1.307	3.15 x 10^-8^
CC	GO:0005737	cytoplasm	312	1.259	4.07 x 10^-7^
CC	GO:0031594	neuromuscular junction	10	4.180	5.87 x 10^-4^
CC	GO:0016020	membrane	304	1.162	6.50 x 10^-4^
CC	GO:0005654	nucleoplasm	11	3.270	0.00192
MF	GO:0005515	protein binding	209	1.318	4.77 x 10^-6^
MF	GO:0003677	DNA binding	102	1.425	2.03 x 10-^4^
MF	GO:0019904	protein domain specific binding	24	2.143	8.98 x 10^-4^
MF	GO:0044822	poly(A) RNA binding	65	1.507	9.41 x 10^-4^
MF	GO:0008270	zinc ion binding	63	1.512	0.00104

BP, biological processes; CC, cellular components; MF, molecular function.

**Table 4:** The enriched KEGG pathway with differentially methylated genes in DIO-CD offspring *vs* NC-CD offspring (*P* < 0.05).

Term ID	Term name	Gene Count	Fold Enrichment	*P* value	Genes
mmu04390	Hippo signaling pathway	16	2.698	8.02 x 10^-4^	CRB2, WWC1, FZD6, BMP8A, FZD8, FZD10, CSNK1E, LIMD1, GDF7, SOX2, WNT6, PPP2R1B, PPP2R2B, CDH1, CTNNA1, TEAD3
mmu04630	Jak-STAT signaling pathway	14	2.459	0.0044	OSM, PIK3CD, OSMR, PIAS2, IL22RA1, SOCS3, IFNE, LEPR, IFNK, EP300, JAK2, IL13RA1, SOCS5, CRLF2
mmu03420	Nucleotide excision repair	7	4.052	0.0069	DDB1, POLD3, ERCC4, CCNH, GTF2H1, GTF2H5, RBX1
mmu04310	Wnt signaling pathway	13	2.348	0.0091	CAMK2D, ROCK2, CTBP1, FZD6, FZD8, FZD10, CSNK1E, RBX1, PPP3CA, WNT6, PPP3CB, CSNK2B, EP300
mmu04360	Axon guidance	12	2.369	0.0121	SEMA6B, EFNB2, EPHA4, PPP3CA, PPP3CB, CDK5, ROCK2, SLIT2, PLXNC1, PTK2, ROBO1, EPHB3
mmu04920	Adipocytokine signaling pathway	8	2.830	0.0220	SOCS3, STK11, G6PC, ACSL1, TRADD, LEPR, JAK2, PCK2
mmu00230	Purine metabolism	14	1.992	0.0231	GUCY1A3, RRM1, PDE4C, ENTPD8, NME4, HPRT, HDDC3, POLD3, NT5E, ADCY9, POLR3D, PDE4B, POLR1D, POLR3G
mmu03022	Basal transcription factors	6	3.473	0.0277	GTF2A1L, TBP, CCNH, GTF2H1, TAF9B, GTF2H5
mmu04152	AMPK signaling pathway	11	2.189	0.0282	CCNA1, STK11, G6PC, PPP2R1B, RAB14, CAB39L, PPP2R2B, PPP2R5B, LEPR, PIK3CD, PCK2
mmu04114	Oocyte meiosis	10	2.274	0.0310	PPP3CA, PPP3CB, CAMK2D, ADCY9, PPP2R1B, STAG3, PPP2R5B, ANAPC5, CPEB2, RBX1

**Figure 6:**
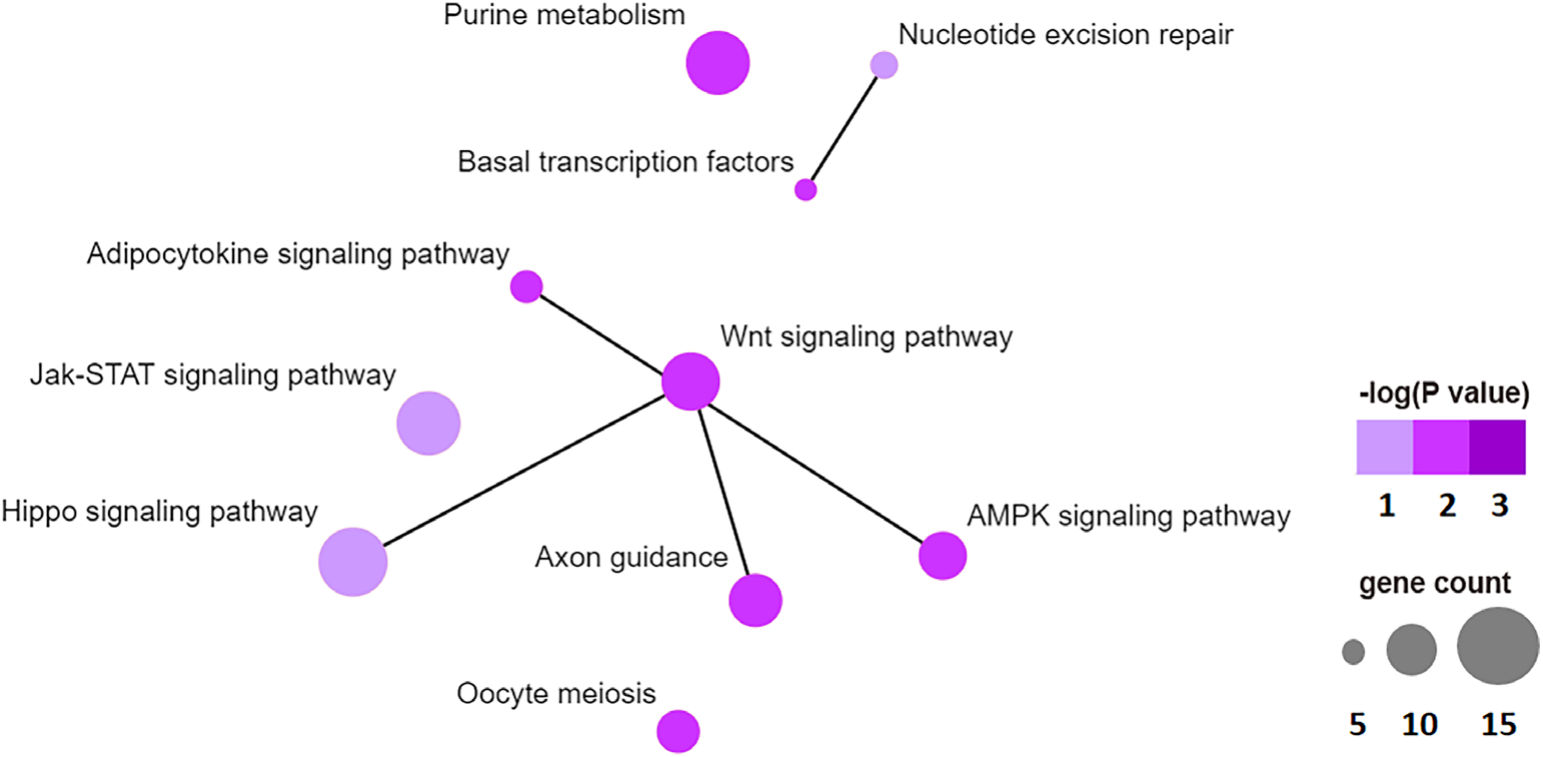
Top 10 significant enriched KEGG pathway network, like hippo signaling pathway, Jak-STAT signaling pathway, nucleotide excision repair, WNT signaling pathway, axon guidance, adipocytokine signaling pathway, purine metabolism, basal transcription factors, AMPK signaling pathway, oocyte meiosis.

### The Effect of Maternal HFD on BAT-Specific Gene Methylation in Male Offspring by Using MeDIP qPCR

Because *Acaa2*, *Acsl1* and *Cox7a1* are related to energy metabolism, we chose these three differentially methylated genes, which were found in methylation array, to perform MeDIP qPCR analysis. **Figures 7A, C, E** show CpG islands in *Acaa2*, *Acsl1* and *Cox7a1*. 

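Acaa2 encodes the mitochondrial thiolase that ends each cycle of fatty acid oxidation, Acsl1 an acyl-CoA synthetase that activates long-chain fatty acids, and Cox7a1 a subunit of cytochrome c oxidase. The Acaa2 region (chromosome 18, 74938979 to 74939229, mm9, 239 bp from the TSS) is covered by 2 probes. Its log2(MeDIP/Input) was 1.14 ± 0.46 (SD, n = 3) in DIO-CD and 1.24 ± 0.10 (SD, n = 3) in NC-CD offspring, a difference of -0.10 (SE 0.17). The Acsl1 region (chromosome 8, 47555098 to 47556716, -488 bp from the TSS, 8 probes) had -0.08 ± 0.05 and -0.15 ± 0.01, a difference of 0.07 (SE 0.09). This SE is limma's, which draws on the variance of all regions, and it is larger than the SDs of this region alone would give. The Cox7a1 region (chromosome 7, 30968816 to 30969078, -242 bp from the TSS, 2 probes) had 0.66 ± 0.15 and 0.64 ± 0.11, a difference of 0.01 (SE 0.11).
For Acaa2, Acsl1 and Cox7a1 the adjusted p from limma was 0.702, 0.674 and 0.941 (0.309 to 0.892, 0.309 to 0.843 and 0.395 to 0.972 over the alternative settings), and the exact permutation p (two-sided) was 0.7, 0.2 and 0.9, where 3 against 3 allow no p below 0.1. The 3 DIO-CD arrays lay between 0.72 and 1.64 at Acaa2, a range that holds all NC-CD values (1.17 to 1.35), and without DIO-CD replicate 3 the difference was 0.11. In Supplementary Table 1 this position stands among the hypermethylated entries for Acaa2 and among the hypomethylated entries for Scarna17, with the same score of 2.48 and the same M-value of 0.198 in both. In the authors' deposited log2 ratios the Acaa2 region had 0.90 ± 0.31 in DIO-CD and 1.10 ± 0.06 in NC-CD (exact permutation p = 0.5).
Over the whole Acaa2 promoter, 8 probes, the difference was 0.00 (SE 0.08), with 4 of the 6 probes outside the region higher and 2 lower in DIO-CD. Of the 8 Acsl1 probes 6 were higher in DIO-CD, and 4 had MeDIP signal not well above background on any array of a group. The Cox7a1 promoter, 5 probes, had a difference of 0.08 (SE 0.08). Its region was below 0 in 5 alternative settings, among them normexp background correction (-0.03), loess after it (-0.01) and DIO-CD replicate 3 left out (-0.07). It was 0.079 with outlier spots kept, 0.051 with quantile normalization, 0.075 without DIO-CD replicate 2 and 0.076 without NC-CD replicate 3. In each of the 3 regions an outlier spot had been filled: NC-CD replicate 1 at Acaa2, DIO-CD replicate 3 at Acsl1 and DIO-CD replicate 2 at Cox7a1. In the authors' deposited log2 ratios the mean difference was 0.13 at Acsl1 (exact permutation p = 0.1) and 0.08 at Cox7a1 (exact permutation p = 0.2). The paper states that these 3 genes were differentially methylated on the array and, because they are related to energy metabolism, took them on to MeDIP-qPCR.

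**Figure D3:**
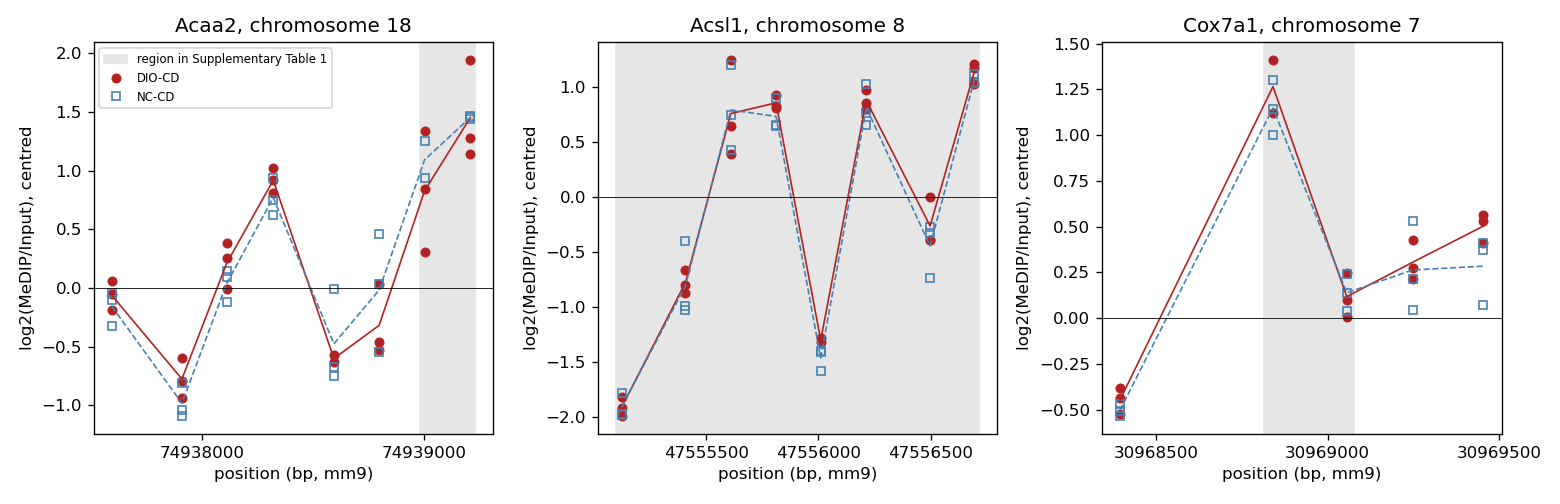
log2(MeDIP/Input) at each probe of the Acaa2, Acsl1 and Cox7a1 promoters against position on mouse build mm9, with a line per group for the mean, filled points for the 3 DIO-CD arrays, open squares for the 3 NC-CD arrays and shading for the region of Supplementary Table 1. The arrays of both groups overlap in the Acaa2 region, where the region means are 1.14 and 1.24.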

The gene methylation levels of *Acaa2*, *Acsl1* and *Cox7a1* were higher in the NC-HFD group than in the NC-CD group (diet exposure *P* < 0.01, **Figures 7B, D, F**). Interestingly, DIO-CD offspring had higher *Acaa2*, *Acsl1* and *Cox7a1* gene methylation levels than NC-CD offspring (prenatal exposure, *P* < 0.01, **Figures 7B, D, F**).

**Figure 7:**
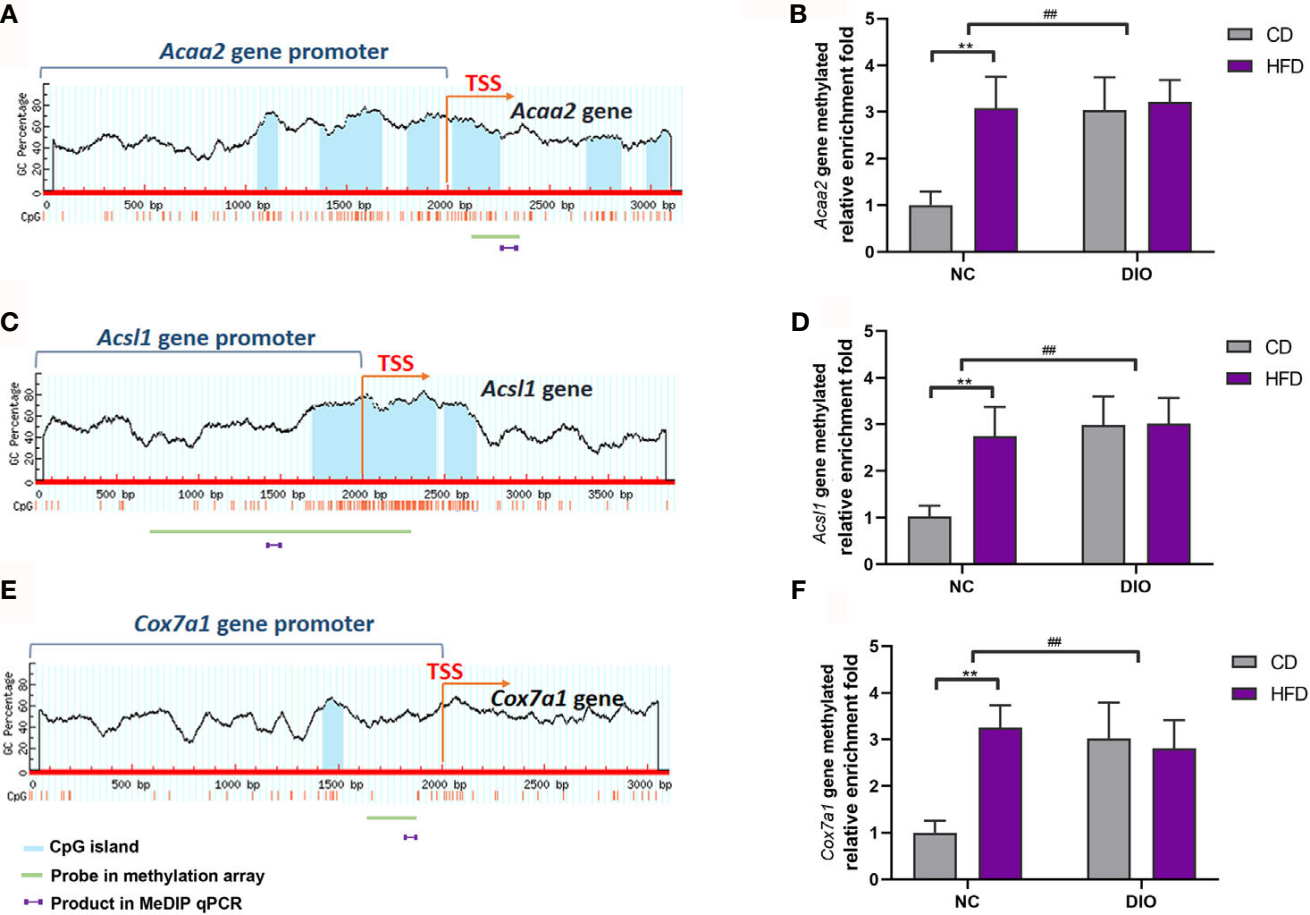
The effect of maternal HFD activated the gene methylation of *Acaa2*, *Acsl1*, and *Cox7a1* promoter in male offspring BAT. Diagram showed the CpG island region in promoters and transcriptional starting site (TSS) shores of **(A)** *Acaa2*, **(C)** *Acsl1*, and **(E)** *Cox7a1*. The methylation changes of **(B)** *Acaa2*, **(D)** *Acsl1*, **(F)** *Cox7a1* quantified by MeDIP-qPCR in BAT. Values represent the mean ± SEM, n = 8 each group. P values represent significance in the main effect for each source of variation (diet or prenatal exposure) as calculated by two-way ANOVA: **P < 0.01 offspring diet effect, ^##^ *P* < 0.01 maternal diet effect. NC, normal control; DIO, diet-induced obesity; CD, control diet; HFD, high-fat diet.

### The Effect of Maternal HFD on Gene Expression in Male Offspring BAT

The expression levels of *Acaa2*, *Acsl1* and Cox7a1 were reduced in the NC-HFD offspring (diet exposure, *P* < 0.01, **Figure 8**) and offspring from DIO mothers (prenatal exposure, *P* < 0.01, **Figure 8**) compared to those in the NC-CD group.

**Figure 8:**
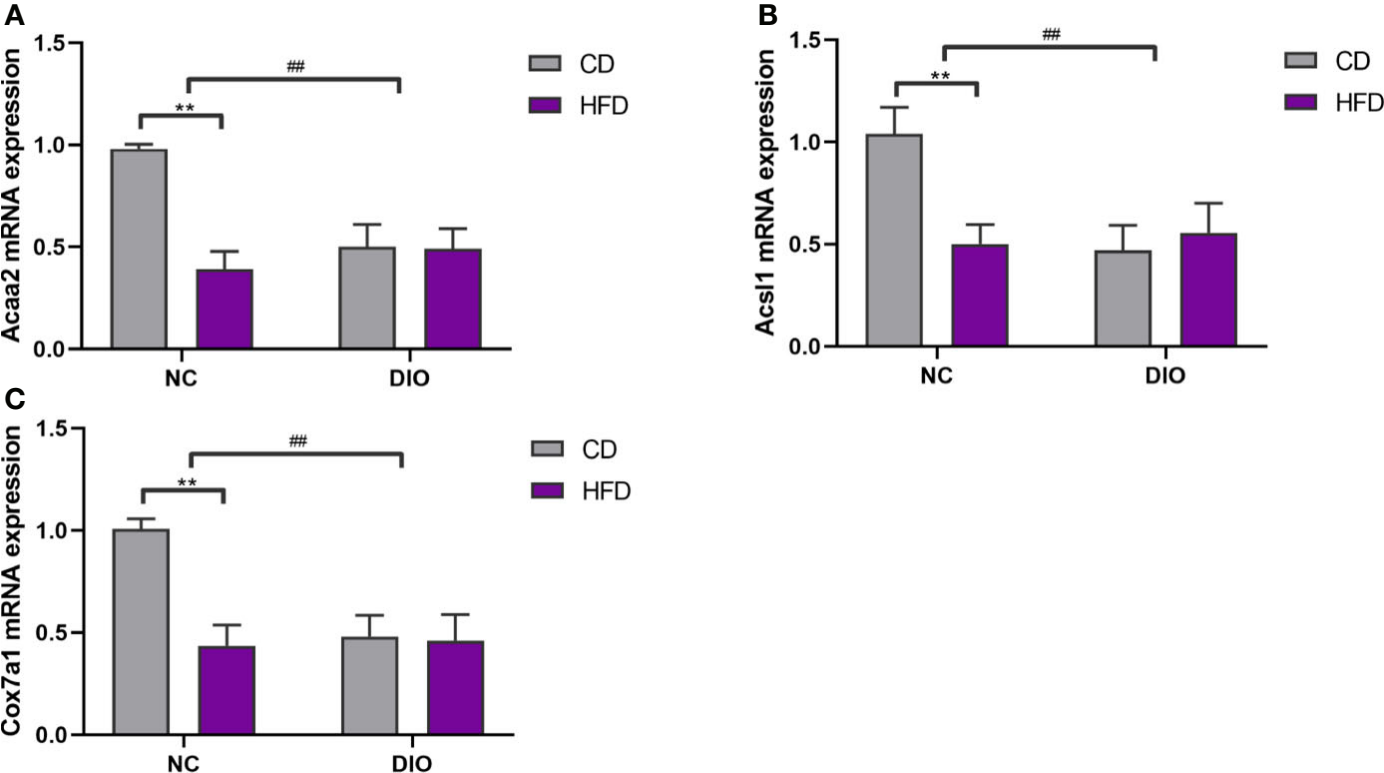
The effect of maternal HFD reduced **(A)** *Acaa2*, **(B)** *Acsl1*, **(C)** *Cox7a1* expression in male offspring BAT. Values represent the mean ± SEM, n = 8 each group. *P* values represent significance in the main effect for each source of variation (diet or prenatal exposure) as calculated by two-way ANOVA: **P < 0.01 offspring diet effect, ^##^ *P* < 0.01 maternal diet effect. NC, normal control; DIO, diet-induced obesity; CD, control diet; HFD, high-fat diet.

## Discussion

In our research, although maternal HFD before and during pregnancy and lactation did not affect offspring energy intake, it increased offspring body weight at 8 and 16 weeks old. Previous studies also found that maternal HFD during this critical period elevated offspring body weight from weaning to 20 weeks old in a rodent model (38, 39). These studies highlight the long term effect of the maternal diet model on the offspring metabolic phenotype related to impaired energy metabolism. In addition, we found that pups from mothers fed a HFD had higher serum TC levels at 16 weeks old. Previous studies also found that serum TC levels were persistently higher in offspring from maternal HFD exposure than in those from maternal chow exposure at 3 weeks old (12, 40).

Moreover, our data showed that maternal HFD exposure led to an increase BAT weight in adult male offspring. In addition, the histological results of H&E staining also showed the accumulation of lipid droplets in brown adipocytes in male offspring from mothers fed a HFD. These results reveal that maternal HFD before and during pregnancy and lactation resulted in a male offspring BAT “whitening” phenotype. BAT has an important effect on energy metabolism regulation. BAT “whitening” is related to the progression of obesity. Activation of BAT is a potent target for metabolic diseases, such as diabetes and obesity (40, 41).

A previous study proved that maternal HFD induced early-onset obesity and increased lipid accumulation in BAT in weanling rats (32). The BAT of fetal mice from obese mothers had more lipid droplets, and reduced mitochondrial DNA and mitochondrial biogenesis markers (42). Offspring from mothers fed a HFD during lactation had larger brown adipocytes with the accumulation of fat droplets and increased BAT mass in adult offspring (33). Regarding the function of BAT, mitochondrial DNA mass and mitochondrial biological markers (Ndufs8, Atp5a1, and Nrf2) were reduced in the fetal BAT in mice from obese mothers (42). Moreover, maternal obesity inhibits the expression of *Drp1*, which is upstream from the transcription factor of energy metabolism regulation Forkhead box O1 (FoxO1) in fetal BAT (43). Interestingly, a normal diet after weaning only partially reverted the mitochondrial dysfunction caused by maternal HFD (43). Thus, our research provides proof that maternal HFD consumption induces BAT “whitening” in adult male offspring.

Some research has addressed the differences in the genomic methylation status between white adipose tissue and brown adipose tissue. One study observed dynamic DNA methylation changes during adipogenesis in white and brown adipose tissues. Their results revealed that there were more hypermethylated sites overall in white adipose tissue than in brown adipose tissue. Hypermethylated sites were mostly located in intronic and intergenic regions in white adipose tissue. However, hypomethylated sites in brown adipose were mostly in exonic regions. These hypomethylated promoters play a key role in the transcription of genes involved in brown fat functions, such as the mitochondrial respiratory chain and fatty acid oxidation (44). Decreased uncoupling protein-1 (UCP-1) enhancer CpG methylation is associated with high BAT-specific expression of UCP-1 (45).

Increasing evidence suggests epigenetic modification is a key mechanism in gestation and lactation programming in offspring (46, 47). Among these epigenetic mechanisms, DNA methylation has been proven in several intrauterine adverse environmental exposure models (47–50). In a rodent intrauterine growth retardation model, DNA methylation alterations were found in several key transcription factors, such as peroxisome proliferator-activated receptor-α (PPARα), glucocorticoid receptor (GR), pancreatic duodenal homeobox-1 (PDX-1), and hepatocyte nuclear factor-α (HNF-α) (46, 49, 50). In addition, maternal HFD affects the DNA methylation status of multiple tissues in offspring, including the pancreas, hypothalamus, muscle and liver (48, 51–54). Moreover, the maternal nutrition status also affects DNA methylation in adipose tissues (55, 56). Maternal obesity alters the DNA methylation of key pro-adipogenic genes, including Zfp423 and C/EBP-β, in the WAT in offspring (57). Yu et al. found increased DNA methylation of BAT-specific genes, including *Ucp1*, cytochrome c oxidase subunit (*Cox5b*), and fatty acid elongase 3 (*Elovl3*), in offspring mice from mothers with streptozotocin-induced diabetes (58). Excessive maternal glucocorticoids during pregnancy inhibited *Ppargc1a* expression through promoter DNA hypermethylation, which impaired fetal BAT function (59). In our study, we did not found *Ucp1*, *Cox5b*, *Elovl3*, and *Ppargc1a* methylation status changes in DIO-CD mice, partly because of the different maternal exposure and modeling method.

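Of a list of 52 genes of fatty acid oxidation and uptake, 4 have a region in Supplementary Table 1, and all 4 are listed as hypermethylated. Mgll, which encodes monoglyceride lipase, had a log2(MeDIP/Input) of 0.70 ± 0.07 (SD, n = 3) in DIO-CD and 0.57 ± 0.12 (SD, n = 3) in NC-CD offspring, a difference of 0.14 (SE 0.10). Slc27a4, a fatty acid transport protein gene, had 1.14 ± 0.11 and 1.10 ± 0.16, a difference of 0.04 (SE 0.11). Acsl1 and Acaa2 are the other members. On these arrays 3 of the 4 regions had higher means in DIO-CD, and Acaa2 had a lower mean. All members are named.
The adjusted p from limma was 0.564 for Mgll and 0.797 for Slc27a4, and 0 of the 4 regions had an unadjusted p under 0.05 or passed when adjusted over the list alone (smallest adjusted p = 0.692). The table's genes were chosen on these arrays, so the count of 4 of 4 is not independent evidence of direction. With 4 genes, Fisher's exact test against the table's other genes can give no p below 0.149 in this direction, so the direction of the list could not be tested.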

Some fatty acid oxidation (FAO)-related genes were hypermethylated in BAT from DOI-CD offspring compared to the NC-CD group. BAT mitochondria provide energy basis for thermogenesis. In mitochondria, fatty acids are a source of oxidative fuel. Unlike white adipocytes, brown adipocytes have several specific proteins that participate in FAO, such as *Acsl1* and *Acaa2*. FAO function is important for the activation and maintenance of BAT thermogenic programming (60). Enzymes involved in FAO are the switches of thermogenesis (61). After fatty acids are transported in the mitochondria, they are catalyzed to fatty acyl-CoAs by acyl-CoA synthetases, such as *Acsl1*. Then, long-chain fatty acids are transported into the mitochondrial matrix by carnitine palmitoyltransferase. In the mitochondrial matrix, acyl-CoAs are activated to acetyl-CoAs by acyl-CoA dehydrogenases. Finally, acetyl-CoA products participate in the citric acid cycle and electron transport chain. A previous study found that short term cold stimulation increased BAT-specific FAO-related gene expression in subcutaneous WAT (62). The *Acaa2* and *Acsl1* expression levels were lower in BAT of G protein-coupled receptor 120 (GPR120)-deficient mice than in BAT of normal mice (63). GPR120 is highly expressed in the BAT and cold exposure further increases its expression in BAT of mice (64). HFD-fed GPR120-deficient mice are more prone to obesity and fatty liver than wide-type mice (65). Cold exposure increases BAT-specific mitochondrial FAO enzyme expression in subcutaneous WAT, including *Acaa2* (62). *Acsl1* is also essential for the synthesis of triacylglycerol, mitochondrial function and FAO activity in brown adipocytes (66). *Acsl1*-deficient mice showed an obese phenotype and severe cold intolerance (67). We found that maternal HFD activated *Acaa2* and *Acsl1* methylation, and inhibited their expression in BAT from male offspring. This result reflects that maternal HFD-induced obesity in male offspring obesity is regarded to the inhibitory action of BAT fatty acid oxidation.

As a terminal and rate-limiting enzyme of the respiratory chain, COX7A1 is expressed in tissues that are rich in mitochondria and high in aerobic capacity in mammals, such as the heart, skeletal muscle, and BAT (68, 69). Similar to UCP1, COX also mediates BAT thermogenesis function through translocation from coupled protons to uncoupled protons in mitochondria. Cold stimulation strongly increased COX7A1 protein expression in rodent BAT (70). *Cox7a1* is a thermogenic gene, especially in a cold-responsive pattern. During cold-exposure, C57BL/6J wild-type mice showed increased COX activity and norepinephrine-induced heat production, but were unaffected in *Cox7a1* knockout mice (71). *Cox7a1* expression was increased in BAT compared with WAT. It is involved in activating brown adipocytes (72). Depletion of BAT in a rodent model increased the likelihood of HFD-induced obesity (73). Our results showed that male offspring mice from HFD dams have higher *Cox7a1* gene methylation levels, and lower *Cox7a1* expression. These results indicate that maternal HFD impairs the BAT thermogenic program in offspring.

## Conclusion

In summary, our data suggested that maternal HFD consumption before and during pregnancy and lactation disrupts BAT structure and function. This is related to the activated methylation of *Acaa2*, *Acsl1*, and *Cox7a1* promoters. The hypermethylation of these key BAT-specific genes disturbs BAT FAO and thermogenesis and increases the risks of obesity and metabolic dysfunctions in male offspring (**Figure 9**). All of these findings uncover the transgenerational effects of maternal HFD in BAT. Specifically targeting BAT intervention during the early stage of life may become a promising strategy for metabolic diseases.

**Figure 9:**
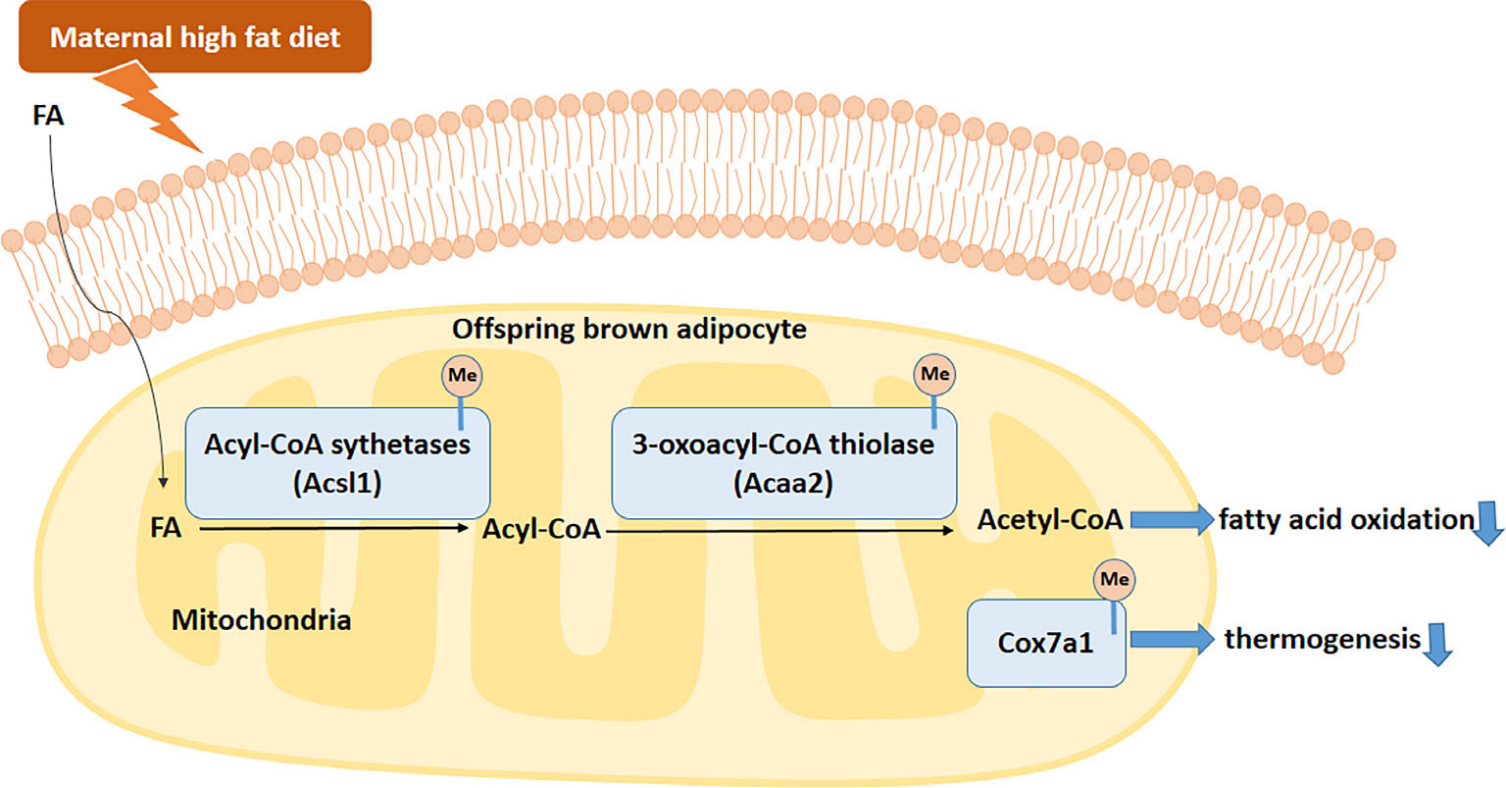
Proposed mechanism by which maternal HFD disrupts brown adipose tissue (BAT) fatty acid oxidation (FAO) and thermogenesis in male offspring. Fatty acids (FAs) enter brown adipocytes and are activated by acyl-CoA sythetases, including *Acsl1*, to form acyl-CoAs. Then acyl-CoAs were catabolized to acetyl-CoAs by acyl-CoA dehydrogenases, such as *Acaa2*. Maternal HFD active the methylation of offspring BAT FAO related enzymes, such as *Acsl1* and *Acaa2*. Meanwhile, *Cox7a1* gene methylation in offspring BAT was also active by maternal HFD. To sum up, maternal HFD disturbs the BAT FAO and thermogenesis through activated specific gene DNA methylation. FA, fatty acid.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

All experimental protocols were approved by the Animal Care Committee of Peking Union Medical Hospital (Permit Number: XHDW-2015-0051).

## Author Contributions

XX designed the experiments, contributed reagents and materials. QZ, JZ, TW, and XW conducted the experiments. MY, ML, and FP analyzed the data. QZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the grants from National Natural Science Foundation of China (No. 81870579, 81870545, 81570715, 81170736), Beijing Natural Science Foundation (7202163), Beijing Natural Science Foundation (7202163), Beijing Municipal Science & Technology Commission (Z201100005520011), National Key R&D Program of China (2017YFC1309603), National Key Research and Development Program of China (2016YFA0101002, 2018YFC2001100), Scientific Activities Foundation for Selected Returned Overseas Professionals of Human Resources and Social Security Ministry, Beijing Dongcheng District Outstanding Talent Funding Project (2019DCT-M-05), Medical Epigenetics Research Center, Chinese Academy of Medical Sciences (2017PT31036, 2018PT31021), the Non-profit Central Research Institute Fund of Chinese Academy of Medical Sciences (No. 2017PT32020, No. 2018PT32001), Chinese Academy of Medical Sciences Innovation Fund for Medical Sciences (CIFMS2017-I2M-1-008).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Maternal High-Fat Diet Disturbs the DNA Methylation Profile in the Brown Adipose Tissue of Offspring Mice
**Source:** Front Endocrinol (Lausanne). 2021 Oct 8;12:705827. doi: 10.3389/fendo.2021.705827
**Supplement:** Supplementary file 1

**Supplementary Table 1** Differentially methylated peaks (DEP) in brown adipose tissue of DIO-CD group compared with NC-CD group.

Peak Score: The average of -log_10_(P value) from probes within the peak. The scores reflect the probability of positive enrichment (Cut off = 2). Peak M-value: The median of log_2_(MeDIP/Input) from probes within the peak region. 

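Each entry of Supplementary Table 1 pairs a region with a gene, and a region is entered once for each gene it is assigned to. The Peak M-value runs from 0.026 to 0.312 with a median of 0.115. The largest stands at the region of Hist2h2bb and Hist2h3b. It is above 0 in every entry, hypomethylated ones included. In the authors' deposited log2 ratios, the median over a region's probes of M’, the DIO-CD average minus the NC-CD average, had the size of the entry's Peak M-value in all 801 regions, with a largest gap of 0.000499. For Acsl1 that median was 0.123 and for Cox7a1 0.084. In the hypomethylated regions the sign of this median was below 0, so the column holds the size of the difference between the groups. The Peak Score of the entries runs from 2.01 to 3.96, and 800 of the 801 regions had the listed sign in the deposited ratios. The exception is the position entered for Acaa2, where the median was -0.198. Across regions the signed Peak M-value correlated with the difference re-measured from the spot intensities with r = 0.895 (0.621 within the hypermethylated and 0.620 within the hypomethylated regions). Regions are not independent replicates, and both values come from the same arrays.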

The score reflects the hydroxymethylation level of the region. TSS: transcriptional starting site

How the deposited data were processed for this re-analysis (not part of the article)

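The samples were BAT DNA of 3 DIO-CD and 3 NC-CD male offspring. Each was immunoprecipitated and hybridized with its own input to a 2-colour promoter array, and every array carried the MeDIP DNA in Cy5. All 6 arrays were mapped to their group by the labels and the paper's methods. The authors deposited the scanner's spot intensity of both channels, background-subtracted and with linear dye normalization, along with median signal and median local background intensities and marks for outlier spots and for signal well above background. They also deposited their own log2 ratio for each probe, whose normalization is not given in the sources used here. The authors' log2 values correlated with the log2 ratio of the same array's intensities at 0.893 to 0.907, had medians of -0.006 to 0.013 and SDs of 0.667 to 0.681, against 0.951 to 1.09 for the intensities, so their direction and centring are known and their scale and smoothing are not.

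From the processed intensities, log2(MeDIP/Input) was computed for 174638 probes after leaving out 5827 control spots and the outlier spots, which touched 29170 probes on at least 1 array. Each array was centred on its median, without loess or quantile normalization, since most promoter probes can carry MeDIP signal. A promoter was a run of probes with starts at most 1000 bp apart and at least 3 probes, and a region of Supplementary Table 1 was the set of probes within its start and end. All 801 regions start and end at a probe of the array, on build mm9. Missing spots were filled with an additive fit of probe and array within the promoter or region, a step chosen after the files were seen. The number of sliding-window peaks with all outlier spots kept had been seen before that choice. Group differences are the DIO-CD mean minus the NC-CD mean.

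Differences were tested with limma (lmFit and eBayes) with Benjamini-Hochberg adjustment over the 168124 probes measured on at least 2 arrays per group, the 21986 promoters or the 801 regions, and for single regions with an exact permutation test. Single chromosomes were tested with an exact binomial test against their share of promoters, all chromosomes together with 100000 draws of promoters, and the shares of directions with Fisher's exact test. Intervals are exact binomial intervals at the 95% level. Peaks were called with a one-sided Kolmogorov-Smirnov test of M’ in a window of 750 bp around each probe against all probes, with at least 2 probes, gaps of at most 500 bp and a score of at least 2. The rules on level (0.3) and coefficient of variability (0.8) are the paper's. The window, the probe minimum and the spacing are not in its text. The p of this search compares probes and not offspring. The direction of gene families, gene lists and Table 4 pathways was compared with that of the table's other genes, a comparison chosen after related values were seen.

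Both searches were tested on simulated data drawn with the spread of these arrays, shrunk toward a common value. limma recovered 31.3%, 98.5% and 100% of regions shifted by 0.25, 0.5 and 1 on the log2 scale, and called 4 of 599 unshifted regions. In each limma simulation 200 promoters or regions were shifted at once, and an isolated difference would meet a stricter adjusted threshold. The peak search recovered 49.2%, 87.5% and 89.1% of promoters in which 4 probes were shifted by these sizes. Only probes with a median level above 0.5, past the rule on level beforehand, were shifted. These shares therefore do not hold for promoters at lower levels. With no shift it called 209 peaks among independent probes and 1738 after averaging over neighbouring probes.

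The rule for naming genes was fixed before the data were examined, when the values of Supplementary Table 1 had been seen. It takes Acaa2, Acsl1 and Cox7a1, the 8 hypermethylated and 8 hypomethylated regions with the largest re-measured difference among those whose groups lay apart (1 of these 16 is not described here), the promoters with the smallest limma p, up to 3 members of a list whose groups lay apart, and the genes of Table 4. Gene list members named beyond these were chosen after their values were seen. The alternatives were another background correction (normexp with an offset of 50, on median signals because the files hold no mean signal), loess, quantile normalization, no centring, the authors' deposited log2 ratios, a filter on input signal, slide as a random effect, the replicate number as a block, medians over probes, another variance model, each array left out in turn, and other window, probe, gap and score settings for peaks. Outlier spots kept, a common scale, averaging over neighbouring probes and wider windows were added after the data were seen. On the deposited log2 ratios 5 window widths from 750 to 2000 bp were run. The 1500 bp window gave a score of at least 2 in 800 of the 801 regions and the highest correlation with the table's scores (0.913), while 1000 bp gave the smallest median gap to them (0.236, against 0.445).

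The promoters of Ucp1, Cox5b, Elovl3 and Ppargc1a, CpG classes and tests of gene lists over all promoters need gene names or sequence for the array's promoters and were not analysed here. The tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.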

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

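Outlier spots kept, the common scale, averaging and windows of 1500 bp, or wider than 750 bp on the deposited log2 ratios, were chosen after the data were seen, and the cause of the changes given here was not tested. With limma, 0 probes, promoters and regions passed an adjusted p of 0.05 in any setting. At an unadjusted p under 0.05, leaving out NC-CD replicate 3 gave 224 higher and 1726 lower promoters, leaving out DIO-CD replicate 1 gave 647 and 427, and leaving out DIO-CD replicate 2 gave 16 higher and 52 lower regions, against 39 and 21 with all arrays. MeDIP signal well above background at 68.3% to 71.6% of probes limits the levels of dim probes.

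Of 287 alternative values of the 16 named regions, 286 kept their direction, and Dmwd was reversed at -0.031 with the filter on input, which leaves no probe at Nagpa. Many of these outcomes were fixed beforehand. The regions were picked with their groups apart, so leaving out an array could not reverse them. The replicate block and the other variance model left the differences as they were. The count is therefore no measure of how stable the directions are. Sizes moved more: the difference was smaller by over 1.5 times in 13 of 16 regions with normexp, 14 with loess, 7 in the deposited log2 ratios and 5 of 15 with the filter on input (Dmwd included), in 2 without NC-CD replicate 2 (Dmwd 0.22, Vars2 -0.16) and 1 without NC-CD replicate 3 (Sp9 -0.15). With medians over probes it was smaller in 1 (Vars2 -0.082) and larger in 2. The listed direction held in 717 (medians over probes) to 800 (the deposited log2 ratios) of the regions over settings with all arrays, in 738 of 793 with the filter on input, and in 705 to 737 with 1 array left out. Acaa2 ran from -0.35 to 0.11 with 1 array left out, reversed only without DIO-CD replicate 3, Acsl1 from 0.048 to 0.10, and Cox7a1 from -0.074 to 0.076, reversed without DIO-CD replicate 3 (the lowest), NC-CD replicate 1 (-0.014) and NC-CD replicate 2 (-0.025), with normexp (-0.027) and with loess (-0.0095).

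Against 257 peaks, there were 395 with a window of 1000 bp, 442 with 1500 bp, 66 with at least 3 probes, 1050 without the rules on level and coefficient of variability, 20 with a score of at least 3, 1656 after averaging, and 1205 in the deposited log2 ratios (1517, 1444, 1429 and 1237 with 4 wider windows from 1000 to 2000 bp). With 1 array left out there were 217 to 366. The hypermethylated share of 71.6% became 80.3% with at least 3 probes, 85.0% with a score of at least 3, 56.8% with quantile normalization, 54.8% on a common scale, 56.7% in the deposited log2 ratios (55.6%, 56.0%, 57.5% and 57.5% with the wider windows in that order), and turned to a minority without the rules (43.2%), with normexp (39.9%) and with loess (42.1%). With 1 array left out it ran from 44.6% (without DIO-CD replicate 2) to 88.5% (without DIO-CD replicate 1). The share of promoters with higher means in DIO-CD, 43.6%, became 48.1% with normexp, 46.1% with loess, 46.4% without centring, 49.5% with the filter on input and 42.3% with outlier spots kept, and turned to a majority with quantile normalization (52.4%), the deposited log2 ratios (50.8%) and medians over probes (50.4%). With 1 array left out it ran from 36.1% to 54.8% (without DIO-CD replicate 1). The chromosomes past the test numbered 2 over entries, 1 over regions and 4 with probes as background.

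Replicates share numbers between the groups, but the deviations of same-numbered arrays correlated at -0.15, -0.22 and -0.03, so the numbers were not taken as pairs and no array correlated best with its own number. With the replicate number as a block 0 probes, promoters and regions passed, the difference was -0.10 at Acaa2, 0.069 at Acsl1 and 0.012 at Cox7a1, and 77 promoters were higher and 459 lower at an unadjusted p under 0.05. The promoters of Ucp1, Cox5b, Elovl3 and Ppargc1a, camera and fry on gene lists, CpG classes, MeDIP level by promoter class and families against all promoters were not run.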

Differences from the paper's values

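The windows wider than 1000 bp, those above 750 bp on the deposited log2 ratios, averaging, outlier spots kept and the common scale were chosen after seeing the values; the other settings were set before the data were examined, apart from the filling of missing spots, which most of them share and which was chosen after the files were seen. The paper's number of differentially methylated regions is 937. Here 257 peaks were called at the paper's stated score and rules, with a window and probe minimum that its text does not name. The paper's counts of 937, 554 and 383 are entries, a region once per gene. They describe 801 regions, 476 hypermethylated and 325 hypomethylated, while a peak is counted once. The factor of 1.5 used below is against entries, and against regions some settings would fall on the other side of it. Of the settings set beforehand, the search without the rules on level and coefficient of variability (1050, overlapping 76 of the 801 regions of Supplementary Table 1) and the authors' deposited log2 ratios (1205, overlapping 394) came within 1.5 times the paper's number, and windows of 500 and 1000 bp, at least 3 probes, a gap of 300 bp, a score of at least 3, normexp, loess, quantile normalization, no centring, the filter on input and each array left out did not. Of those chosen after seeing the values, the deposited ratios with a window of 2000 bp (1237) did, and these peaks overlap 613 of the 801 regions of Supplementary Table 1, and so drop the rest. The other wider windows on those ratios, of 1000 to 1500 bp, gave 1517, 1444 and 1429, and overlap 645, 697 and 728 of the regions.

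The paper's number of hypermethylated regions is 554, against 184 here. The search without the rules (454) and the deposited ratios (683) came within 1.5 times of it, the other settings set beforehand did not, and after seeing the values the 3 widest windows on the deposited ratios, up to 2000 bp, did (809, 821 and 711). The paper's number of hypomethylated regions is 383, against 73 here. The deposited ratios (522) came within 1.5 times of it and the other settings set beforehand did not. Of those chosen after seeing the values, the deposited ratios with a window of 2000 bp (526) and averaging over neighbouring probes (394, of 1656 peaks that overlap 308 of the 801 regions) did.

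The paper's Peak M-value for Acaa2 is 0.198, listed as hypermethylated, against a difference of -0.10 here. Only leaving out DIO-CD replicate 3 (0.11) gave a value above 0. Every other setting, the deposited log2 ratios included (-0.20), gave a value below 0. The paper's Peak M-value for Acsl1 is 0.123, against 0.069 here. Normexp (0.09), quantile normalization (0.09), the deposited ratios (0.13), medians over probes (0.09) and leaving out DIO-CD replicate 3 (0.10) came within the SD between arrays (0.039) of it, as did outlier spots kept (0.09), chosen after seeing the values. Loess, no centring, the filter on input, slide as a random effect, the replicate block, the other variance model, each other array left out and the common scale, chosen after seeing the values, did not. Both 0.069 and 0.123 come from the same arrays. The SE of the difference (0.09) measures spread between samples, so it does not apply to the gap between these values. They differ in how the same signals were processed and summarised over probes. The paper's value is a median over probes, and that median was 0.123 in the deposited ratios, where 0.13 is the mean.

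The paper's legend calls the Peak M-value a median of the ratio of MeDIP to input, while the column equals in size the difference of that ratio between the groups. The paper states higher methylation of Acaa2 in DIO-CD offspring by MeDIP-qPCR with n = 8 per group. On the array, with n = 3 per group and 2 probes, the Acaa2 region had the lower mean in DIO-CD (-0.10, SE 0.17). Acsl1 and Cox7a1 had the higher mean, the direction the paper gives, with 0.012 (SE 0.11) at Cox7a1, which was below 0 in 5 of the alternative settings. The paper describes the regions as particularly on 5 chromosomes. These do hold the most entries, while against the promoters on the array only chromosome 5 of them passed (adjusted p = 0.0161) and chromosomes 4, 6, 11 and 17 did not. With each region counted once none of the 5 passed (0.131 for chromosome 5), and with probes as the background chromosomes 5 and 17 passed (0.00866 and 0.0493).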

Other observations

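All comparisons of lists, families and other splits of the arrays, and all explanations tested here, were chosen after related values were seen.

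Imprinted genes had 3 members in Supplementary Table 1. Kcnq1ot1, the antisense transcript that silences its imprinted neighbours, had a log2(MeDIP/Input) of 0.93 ± 0.06 (SD, n = 3) in DIO-CD and 0.66 ± 0.05 (SD, n = 3) in NC-CD, a difference of 0.27 (SE 0.10), Mest had 0.24 (SE 0.14) and Phlda2 -0.19 (SE 0.14). Kcnq1ot1 had an adjusted p of 0.564 from limma over all regions and 0.0413 adjusted over the list alone, where a member passed in 13 of the 18 alternative settings and none did with normexp, with slide or replicate block, or without NC-CD replicate 2 or 3. The passing member was not Kcnq1ot1 but Phlda2 without DIO-CD replicate 2, and Mest without DIO-CD replicate 3. The regions were chosen on these arrays, so neither this nor any count that follows is independent evidence, and members whose groups overlapped (Mest, Phlda2 and most that follow) were chosen for naming after their values were seen. The whole Kcnq1ot1 promoter (chromosome 7, 150481965 to 150483711, mm9, 9 probes) had a difference of 0.28 (SE 0.08) and was among the 5 promoters with the smallest p in its direction, as was the promoter shared by Mfrp and C1qtnf5 (0.22, SE 0.07). In the other direction Fanci, a DNA repair gene, had -0.28 (SE 0.07) over 7 probes. All had an adjusted p of 1.00 from limma.

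The counts that follow are directions as listed. Members with differences of the opposite sign include Esrra, Acly, Fzd6 and Ctbp1, listed as hypermethylated, and Ercc4, listed as hypomethylated. Of the adipokine and insulin signalling genes, 8 of 10 are listed as hypermethylated, with 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone (Lepr, adjusted p = 0.0345, where a member passed in 9 of the 18 alternative settings, and none with slide as a random effect, 0.0752, or the replicate block, 0.0600). The list of Jak-STAT genes has 9 of 13 hypermethylated, with 1 passing over the list alone (again Lepr, adjusted p = 0.0448, where a member passed in 8 of 18, and none with slide as a random effect, 0.0978, or the replicate block, 0.0786). The passing member was not Lepr but G6pc with medians over probes in the adipokine list, and Pias2 without DIO-CD replicate 3 in the Jak-STAT list. In the white adipocyte list Slc7a10, an amino acid transporter gene, had a difference of 0.22 (SE 0.11) and the retinoblastoma gene Rb1 -0.19 (SE 0.11), with 2 of 4 hypermethylated. Thermogenic genes were listed as hypermethylated in 2 of 3 cases, with -0.0094 at Esrra, -0.030 at Thrb and only Cox7a1 above 0, respiratory chain genes 2 of 3, with 0.05 at Ndufa11 and -0.07 at Ndufa9, and lipid synthesis and storage genes 2 of 4, with -0.15 (SE 0.10) at Mlx. Of the other lists, Hippo genes were 4 of 11 hypermethylated, Wnt genes 6 of 8, nucleotide excision repair genes 1 of 7, germline genes 1 of 2, with 0.20 at Tex19.1, housekeeping genes 1 of 3, and DNA methylation machinery genes 1 of 1 (Gadd45g, 0.14). Of the markers of other cell types, skeletal muscle genes were 3 of 4, with 0.23 at Mb, the myoglobin gene, Schwann cell and nerve genes 1 of 2, red blood cell genes 0 of 1, and immune and endothelial cell genes had 0 members in the table. No list passed a test of direction (smallest adjusted p = 0.352 over 17 lists, of which 12 hold 4 or fewer genes, too few to pass), and 0 regions passed limma over all regions. By symbol, zinc finger genes were 6 of 13 hypermethylated, Hox 1 of 3, Sox, Fox and Klf 1 of 1 each, homeobox and T-box developmental genes 0 of 3, Olfr 3 of 4, Vmn 1 of 2 and Krt 4 of 5, with 0 Defb genes, and no family passed (smallest adjusted p = 0.610 over 9 families, of which 8 hold 5 or fewer genes, too few to pass).

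Of the 257 peaks, 197 lie outside the regions of Supplementary Table 1, 138 of them hypermethylated and 59 hypomethylated, and in 71 the groups lay apart. The 10 splits of the arrays into 3 and 3 are too few for a share under 0.05. From the intensities the real split gave 257 peaks and the others 259 to 449, and in the deposited log2 ratios the real split gave 1205 and the others 1059 to 1538. From the intensities, the share of peaks with higher values in the group of DIO-CD replicate 1 was 184 of 257 in the real split and ran from 29 of 449 to 362 of 402 in the others. The real split gave 0 probes, 0 promoters and 0 regions past an adjusted p of 0.05, and the highest other split gave 0, 0 and 6. At an unadjusted p under 0.05 the real split gave 677 promoters and the split with the most, DIO-CD replicate 1 with NC-CD replicates 1 and 2, gave 2137. This may point to structure of the samples besides the groups, which was not tested, as the spread of such counts without structure is not known.

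The authors' deposited log2 ratios gave 1205 peaks and the intensities 257. Other normalizations of the intensities argue against normalization alone, since the highest number under normexp, loess and quantile normalization was 243. Averaging each probe with its neighbours raised the number to 1656, which is consistent with some form of averaging in the deposited values, but 76.2% of these peaks were hypermethylated, against 56.7% in the deposited ratios. Deviations of neighbouring probes correlated at a median of 0.55 in the deposited ratios, 0.0544 in the intensities and 0.728 after this averaging, so the averaging tried is not the one in the deposited values, if there is one. A biological explanation does not arise, as both sets come from the same arrays.

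Hypermethylated peaks made up 71.6% of the peaks, and 54.8% (exact binomial 95% interval 48.1% to 61.3%) on a common scale. A candidate explanation is that arrays differ in the scale of their log2 ratios. The slope of an array's deviation on the level, DIO-CD minus NC-CD, was 0.0242 (SE 0.0469, exact permutation p = 0.6) over all probes, the first form of the test, and -0.0296 (SE 0.0831, exact permutation p = 0.8) over probes with a level of at least 0.3, where peaks are called. The form was changed after both values were seen, and neither exceeds its SE, so with 3 arrays per group scale and maternal diet cannot be told apart for this share. An effect of maternal diet stays open and untested.

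The Acaa2 region is entered as hypermethylated but had a lower mean in DIO-CD. The deposited ratios argue against an exchange of arrays between the groups, since only 1 of the 801 regions has the sign opposite to its listing. In those ratios the mean score of its probes with a window of 1500 bp was 3.08 for lower and 0.00383 for higher values in DIO-CD, and the same position is also entered as hypomethylated for Scarna17. A candidate explanation is that the Acaa2 entry stands under the other direction. A difference of this region between the groups is open, as the spread of the DIO-CD arrays covers the NC-CD arrays.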
